# Identification of target genes regulated by the *Drosophila* histone methyltransferase Eggless reveals a role of Decapentaplegic in apoptotic signaling

**DOI:** 10.1038/s41598-018-25483-9

**Published:** 2018-05-08

**Authors:** Igojo Kang, Yourim Choi, Sueun Jung, Jae Yun Lim, Dooyoung Lee, Sumeet Gupta, Woongjoon Moon, Chanseok Shin

## Abstract

Epigenetic gene regulation is essential for developmental processes. Eggless (Egg), the *Drosophila* orthologue of the mammalian histone methyltransferase, SETDB1, is known to be involved in the survival and differentiation of germline stem cells and piRNA cluster transcription during *Drosophila* oogenesis; however the detailed mechanisms remain to be determined. Here, using high-throughput RNA sequencing, we investigated target genes regulated by Egg in an unbiased manner. We show that Egg plays diverse roles in particular piRNA pathway gene expression, some long non-coding RNA expression, apoptosis-related gene regulation, and Decapentaplegic (Dpp) signaling during *Drosophila* oogenesis. Furthermore, using genetic and cell biological approaches, we demonstrate that ectopic upregulation of *dpp* caused by loss of Egg in the germarium can trigger apoptotic cell death through activation of two pro-apoptotic genes, *reaper* and *head involution defective*. We propose a model in which Egg regulates germ cell differentiation and apoptosis through canonical and noncanonical Dpp pathways in *Drosophila* oogenesis.

## Introduction

Epigenetic regulation is a fundamental mechanism required for proper gene expression, cell proliferation, and survival during development^1^. Histone modifications, such as methylation and acetylation, play important roles in epigenetic regulation through global transcriptional changes^2^. For example, Histone 3 methylated at lysine9 (H3K9me) recruits Heterochromatin Protein 1a (HP1a), to establish the formation of heterochromatin^3,4^. Thus, H3K9me was generally considered to be involved in transcriptional repression^5^ but it was also reported that H3K9me was associated with transcriptionally active genes^6^, suggesting that the effects of H3K9me may be largely context-dependent.

Histone methyltransferases play critical roles in developmental processes at the epigenetic level and are known to be involved in a diverse range of diseases^2^. In *Drosophila* there are three different H3K9 methyltransferases, Su(var)3–9, G9a and Eggless (Egg, also known as dSETDB1). Among these, Egg, the *Drosophila* orthologue of the mammalian histone methyltransferase SETDB1, is the only H3K9 methyltransferase essential for viability and fertility^7–10^. Strong *egg* mutants show reduced levels of histone 3 lysine 9 trimethylation (H3K9me3) and concomitant oogenesis defects at the earliest stages in the germarium^7,10^. More specifically, *egg* mutant ovaries show defects in the survival of germline cells and surrounding somatic cells at very early stages of *Drosophila* oogenesis, resulting in rudimentary ovaries associated with apoptosis^7,10^. More recently, mosaic analyses revealed that Egg is required intrinsically for maintenance of both germline stem cells (GSCs) and follicle stem cells (FSCs)^11^. The same study also showed that Egg plays not only cell-autonomous but also non-cell-autonomous roles in somatic cells that affect the early differentiation of GSCs in the germarium^11^.

An interesting insight into the link between Egg function and P-element-induced wimpy testis (Piwi)-interacting small RNA (piRNA) production has also been proposed^12^. Rangan *et al*.^12^ showed that Egg is required to regulate piRNA cluster transcription through the deposition of H3K9me3, and for the repression of transposable elements (TEs). TEs are DNA sequences that can change their location in the genome and it has therefore been considered that TEs can generate DNA damage and genomic instability^13^. Meanwhile, piRNAs are mainly derived from TEs and other repeated elements and can silence target TEs to preserve genome integrity in animal germ cells^14^. Given the increased occurrence of apoptosis at early stages of oogenesis in *egg* mutant germline and somatic cells^7,10^,^11^, activation of TEs by a reduction of piRNAs in *egg* mutants may result in an increase in DNA damage, which in turn may trigger cell death. However, direct evidence is required to clarify whether the activation of TEs in *egg* mutants is indeed sufficient to cause DNA damage-induced apoptosis.

Despite the above-mentioned findings, the underlying mechanisms behind these observations remain to be determined. In particular, identification of target genes regulated by Egg may be crucial. To better understand the role of Egg in oogenesis, we adopted high-throughput RNA sequencing (RNA-seq). It has been shown that RNA-seq linked to bioinformatic analysis is a powerful tool to reveal unknown details of transcriptomic and epigenomic changes in an unbiased manner^15–17^. In the present study, we used RNA-seq to investigate *egg* mutation-induced transcriptional changes that may well be missed by conventional methods, thereby uncovering unprecedented insights into the role of Egg in oogenesis.

## Results

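RNA of the anterior ovary was sequenced as 1 library from wild-type females and 1 library from females whose only egg allele over the deficiency carries a premature stop codon. Neither genotype has a replicate, so no difference was tested between the conditions, and the values describe these 2 libraries. The egg mutant ovary is rudimentary, and the authors therefore removed egg chambers of the later stages from the wild-type ovaries by hand. The authors aligned the reads to release R5.42 of the Drosophila genome with BWA, counted the reads within each gene with HTSeq and normalized the counts with DESeq. The deposited files list 1 normalized value for each of 15458 genes. Each value is a whole multiple of 1 step per library, 1.04 in wild-type and 0.965 in the egg mutant, from which the reads per gene were recovered. The share of values that came out whole, within 0.011, was 1.0 in each library. The recovered reads in genes came to 68485283 in the wild-type library and 67657092 in the egg mutant library. Differences are given as the log2 ratio of the normalized values (egg mutant/wild-type) with an exact Clopper-Pearson 95% interval from the recovered reads, which covers counting error only. Where a gene had no read in 1 library, its ratio was bounded against 3 reads, a value of 3.11 in wild-type or 2.89 in the egg mutant. A gene was called higher or lower by the paper's criteria, a normalized value of at least 100 in either library and a fold change of at least 2. The gene lists, these criteria and the alternative settings, apart from those said to be added later, were fixed before the data were examined. The list of apoptosis genes of Fig. 2a was not among the lists fixed then. Members of a list were counted as higher or lower among those with a value of at least 100 in either library. A gene under 100 in wild-type reaches that value only through the egg mutant library, so such calls were nearly fixed by the filter. Of genes at that level, 533 of 533 under 10 in wild-type and 987 of 1031 from 10 to 100 were called higher. A list was also described by its median log2 ratio over members with a value of at least 10 in either library, called measured, and by the percentile of that median among 10000 random lists of the same size matched on mean expression. Scaling by total reads in place of the authors' size factors adds 0.12 to every log2 ratio, and scaling to the ribosomal protein genes adds -0.37. The paper's text does not name the strand setting of the counting, so values of genes that overlap another gene are uncertain.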

To examine the gene expression changes caused by loss of Egg, we produced RNA-seq data from the anterior portion of wild-type (*w*^*1118*^) ovaries and heterozygous *egg* mutant (*egg*^*2138*^*/Df(2R)Dll-Mp*) ovaries carrying an early premature stop codon (*egg*^*2138*^) and a deficiency for the gene region, *Df(2R)Dll-Mp*^11^. As an internal control, we initially examined the change in *egg* gene expression (Fig. 1a). The expression of *egg* gene was strongly reduced in *egg* mutant ovaries compared with wild-type ovaries, which was further confirmed by quantitative Real Time-PCRs (qRT-PCR) (Fig. 1a) as well as Western blots (Supplementary Fig. S2). 

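The egg gene (FBgn0086908, chromosome arm 2R), which encodes the H3K9 methyltransferase studied here, had a normalized value of 10203 in wild-type ovaries and 443 in egg mutant ovaries, 23.0-fold lower. Its log2 ratio was -4.53 (interval -4.66 to -4.39), and of the 500 genes nearest to it in wild-type value 0.400% had a ratio as low. Other genes of H3K9 methylation and heterochromatin were lower too. Of 16 measured genes of this list, egg included, 14 were at least 2-fold lower and none was at least 2-fold higher, with a median log2 ratio of -1.57, below all 10000 random lists. This was not particular to heterochromatin, since genes of the cell cycle (median -2.21), maternal transcripts (-1.11) and early germline differentiation (-1.04) were lower on balance too. Hmr, which encodes a partner of HP1a, went from 9099 to 1139.6. G9a, which encodes another H3K9 methyltransferase, had a log2 ratio of -1.89, and Kdm4A, an H3K9 demethylase gene, of -1.68. Pof, which encodes the chromosome 4 binding protein and lies close to egg, went from 4095 to 1257. The genes next to egg in gene order are given as a group because the mutant carries a deficiency of this region. Of the 10 nearest genes with a value of at least 100 in both libraries, 5 on each side, 8 were at least 2-fold lower and their median log2 ratio was -1.44. Eps-15 and CG3594, the nearest of these on either side, had log2 ratios of -1.44 and -1.45, whereas GstE12 was higher at 1.31. Of the control genes of the paper, rp49 (RpL32) had a log2 ratio of 0.55 and act5C (Act5C) of 0.02.

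**Figure D1:**
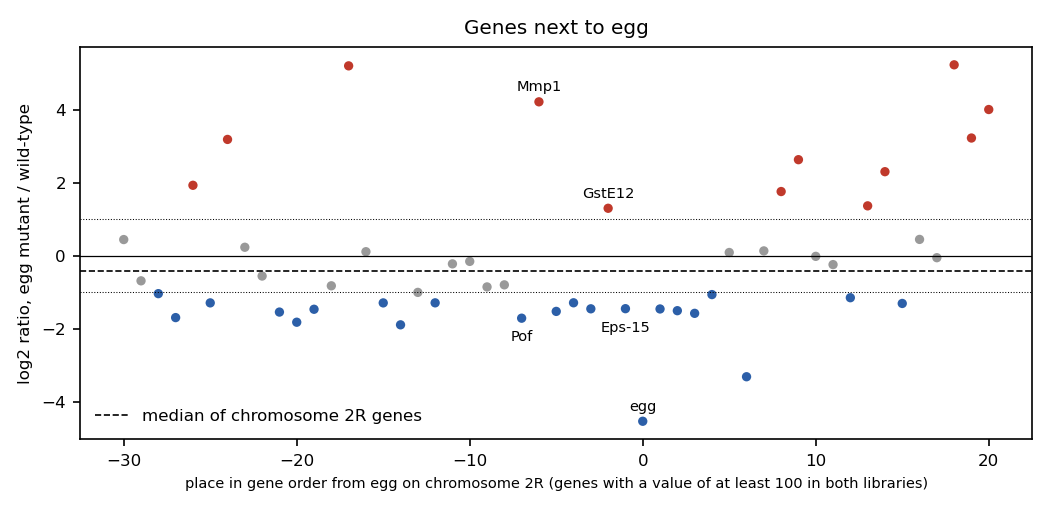
Log2 ratio of normalized values (egg mutant/wild-type, 1 library each) of egg and its neighbours in gene order on chromosome 2R, for genes with a value of at least 100 in both libraries (blue, at least 2-fold lower; red, at least 2-fold higher). The dashed line is the median of 2R genes (-0.42), and egg is lowest at -4.53.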

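Among genes with reads in both libraries, those with the highest log2 ratios were mostly genes of digestion and immune defence. The trypsin gene betaTry (FBgn0010357), at 1 read in wild-type ovaries, had a normalized value of 10972 in egg mutant ovaries, a log2 ratio of 13.36 (interval 10.89 to 18.67). The protease genes yip7, Jon25Biii, Jon99Cii and Jon99Fii, the amylase gene Amy-p, the mannosidase genes LManV and LManVI, the attacin gene AttC and CG16826 make up the rest of the 10 highest, each with 1 to 3 wild-type reads and log2 ratios from 12.01 to 13.32. All 16 digestive enzyme genes listed were at least 2-fold higher, with a median log2 ratio of 10.17, and so were all 16 measured of 20 matched antimicrobial and Turandot genes, with a median of 7.81. Among muscle genes with a value of at least 100, 17 of 18 were at least 2-fold higher (median over 20 measured 5.39), among them TpnC73F at 6.88 and Act79B at 6.99. Of 11 blood cell genes 9 were higher (median 7.17), led by NimC1 at 9.70 and Pxn, which went from 352 to 180988. Of 11 measured fat body genes 5 were higher (median 5.05), led by fit at 9.80. Of 12 measured neuronal genes 9 were higher (median 3.69), led by Snap25 at 6.08. Many members of these lists were under 100 in wild-type ovaries and passed the level criterion only through the mutant library. Eggshell genes stood at the other end. Of 17 measured vitelline membrane and chorion genes 15 were at least 2-fold lower (median -5.11), and Cp19 and Vm26Ac, at log2 ratios of -7.74 and -8.45, were among the 10 lowest of all genes with CG16956, CG12716, CG14309, Muc12Ea, CG31928, CG13532, CG5568 and CG15047. By the paper's criteria 2625 genes were higher, 1895 were lower and 4258 of the 8778 genes at a value of at least 100 were neither, so that 58.1% of the called genes were higher. Of the called genes, 1767 were at least 8-fold higher and 137 at least 8-fold lower, and 107 of the higher genes had no wild-type read. With values scaled to the ribosomal protein genes 2446 genes were higher and 3044 lower, which puts 44.6% of the called genes on the higher side. Higher genes were also the minority with a value of at least 1000 required in either library (46.1%) and at a fold change of at least 1.5 (48.3%). With a value of at least 100 required in wild-type, a setting added later, they made up 36.8%. They were the majority at a fold change of at least 4 (81.8%) and with no level filter (67.1%). An exact binomial test on the recovered reads, which compares the libraries and not the conditions, removed none of the 2625 higher and 1895 lower calls. It could not have removed any, because a 2-fold difference at this level is beyond counting error, so the equal counts are no support for the calls.

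**Figure D2:**
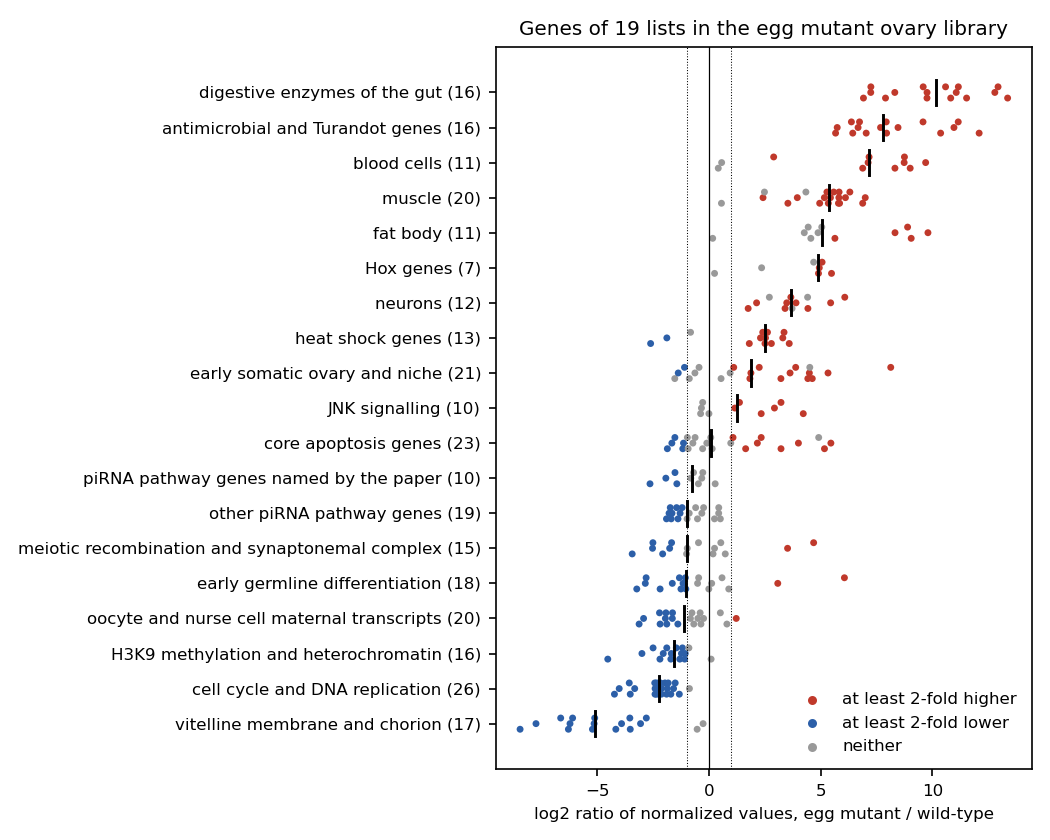
Log2 ratio of normalized values (egg mutant/wild-type, 1 library each) of the measured genes of gene lists fixed beforehand, with the number of measured genes in parentheses. Each point is 1 gene and each black bar the list's median, from 10.17 for digestive enzymes to -5.11 for eggshell genes, and dotted lines mark a fold change of 2.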

A total of 2627 upregulated genes and 1897 downregulated genes resulting from loss of Egg were identified from the RNA-seq data using DESeq with the criteria: normalized value ≥ 100 in either sample, and fold change ≥ 2. Genes were examined for enrichments in Gene Ontology biological processes^18^. The full gene list is available in the Gene Expression Omnibus (GEO) database (see Methods). To confirm the RNA-seq data, we also performed validation tests by qRT-PCR using separate RNA obtained from wild-type and *egg* mutant ovaries (the gene specific primers used for qRT-PCR are listed in Supplementary Table S1).

**Figure 1:**
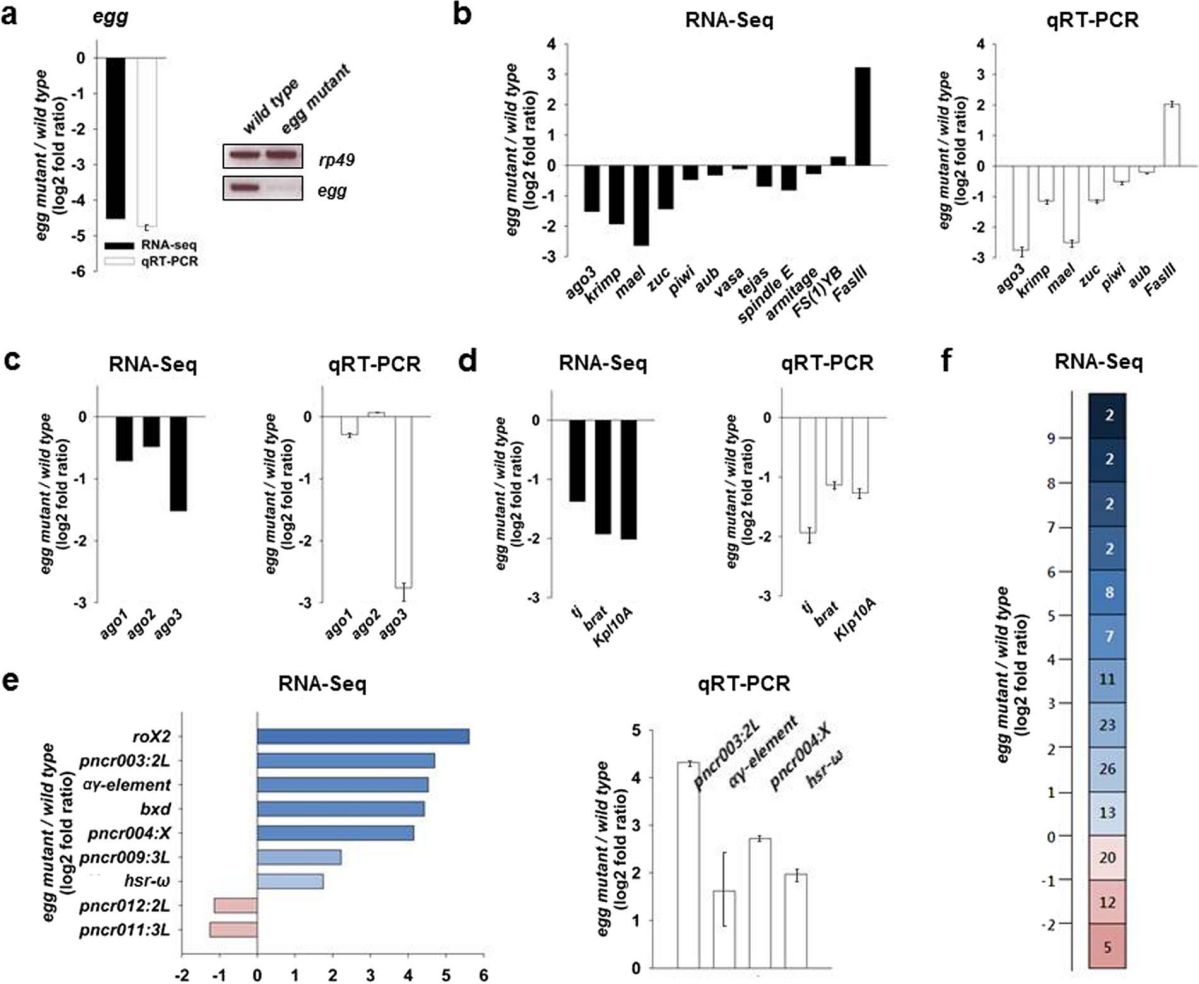
Egg regulates the expression of particular piRNA pathway genes and some lncRNAs. Differentially expressed genes by loss of Egg were identified from RNA-seq data (black bar) using the criteria of fold change ≥2. Fold changes are shown on the log_2_ scale (*egg* mutant/wild-type). qRT-PCR assays (white bar) were performed at least three times to confirm the RNA-seq data. Error bars represent standard deviation. (**a**) Expression level change of *egg* gene. *egg* expression was significantly reduced in *egg* mutant (*egg*^*2138*^*/Df(2R)Dll-Mp*) ovaries compared with wild-type ovaries. *rp49* was used as a control. (**b**) Representative expression profiles of piRNA pathway genes. Expression levels of *ago3*, *krimp*, *mael*, and *zuc* were downregulated in *egg* mutant ovaries. Consistent with *zuc* downregulation, *FasIII* expression was upregulated in *egg* mutant ovaries. (**c**) Expression level changes of Ago family members. Unlike *ago3*, expression of *ago1* and *ago2* was not significantly changed in *egg* mutant ovaries. (**d**) Expression level changes of genes for genic piRNAs. Expression levels of *tj*, *brat*, and *klp10A* genes which contain 3′-UTR piRNA clusters were downregulated in *egg* mutant ovaries. (**e**) Representative expression profiles of lncRNAs. Some well-known *Drosophila* lncRNAs, such as *roX2*, *αγ-element*, *bxd*, and *hsr-ω* were upregulated whereas some putative lncRNA genes, such as *pncr011:3L* and *pncr012:2L*, were downregulated in *egg* mutant ovaries. (**f**) Summary of expression profiles of putative lncRNA genes. Differentially expressed putative lncRNA genes are shown with the number of genes. The fold change on the log_2_ scale is placed on the vertical axis. Eighty-three genes were upregulated (≥ + 1) whereas 17 genes were downregulated (−1≥) in *egg* mutant ovaries. See also Supplementary Table S2.

### Egg regulates the expression of particular piRNA pathway genes

Egg is required for transcription of all major piRNA clusters and for repression of TEs^12^. To better understand the underlying mechanism of Egg-associated piRNA production, we examined whether loss of Egg affects the expression levels of any known genes involved in the piRNA pathway by analyzing the RNA-seq data. Our results showed that *argonaute-3* (*ago3*), *krimper* (*krimp*), *maelstrom* (*mael*), and *zucchini* (*zuc*) were downregulated, but that expression levels of *piwi*, *aubergine (aub)*, *vasa*, *tejas*, *spindle E*, *armitage*, and *FS(1)YB* genes were not significantly changed by loss of Egg (Fig. 1b). 

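Of 10 piRNA pathway genes named here whose values could be read, 4 were at least 2-fold lower in egg mutant ovaries and none was at least 2-fold higher. mael (FBgn0016034, chromosome arm 3L), which acts in piRNA-guided silencing in the nucleus, went from 8971 to 1443, a log2 ratio of -2.64 (interval -2.72 to -2.56). krimp (FBgn0034098, 2R), a Tudor protein of the nuage, had a log2 ratio of -1.93 (-1.98 to -1.87), ago3 (AGO3, FBgn0250816, 3L), a slicer of the ping-pong cycle, of -1.52 (-1.55 to -1.48), and zuc (FBgn0261266, 2L), the nuclease that forms primary piRNAs, of -1.44 (-1.57 to -1.30). The log2 ratio was -0.47 for piwi, -0.32 for aub, -0.69 for tejas, -0.81 for spindle E, -0.27 for armitage and 0.28 for FS(1)YB, which had a value of only 246 in wild-type ovaries. Of the genes nearest to each in wild-type value, 3.60% had a ratio as low as mael, 8.60% as low as krimp, 9.40% as low as zuc and 21.0% as low as ago3. Other genes of the pathway, which the paper does not name, were lower on balance. Of 18 with a value of at least 100, 9 were at least 2-fold lower, led by bootlegger, from 10789 to 2893, and del at -1.78, with a median log2 ratio over 19 measured of -0.98 at percentile 0.680 of the random lists. The median of the genes named by the paper, -0.75, lay at percentile 15.5. Genes of early germline differentiation were lower in the same library. Of 18 measured, 10 were at least 2-fold lower and 2 higher, with a median of -1.04 at percentile 0.400. When values were scaled to the ribosomal protein genes, tejas and spindle E were at least 2-fold lower too. vasa could not be matched to a name in the tables used. Most of armitage overlaps another gene in an annotation later than release R5.42, and whether this affects its value is not known.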

Consistently, expression levels of Ago3, Krimp, and Mael proteins appeared reduced in *egg* mutant ovaries (Supplementary Figs S1 and S2). Zuc has been suggested as a key player in *traffic jam* (*tj*)-derived piRNA production, and FasIII is considered as a primary target of the *tj*-derived piRNA-Piwi complex^19^. Consistent with our finding of *zuc* downregulation in *egg* mutant ovaries, *FasIII* was upregulated in *egg* mutant ovaries (Fig. 1b). 

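FasIII (Fas3, FBgn0000636, chromosome arm 2L), a cell adhesion protein of somatic follicle cells, went from 3369 in wild-type ovaries to 31413 in egg mutant ovaries, 9.32-fold higher. Its log2 ratio was 3.22 (interval 3.17 to 3.27), and 1.20% of the 500 genes nearest to it in wild-type value had a ratio as high. FasIII was not alone among genes of the early somatic ovary. Of 16 genes of cap, escort and early follicle cells with a value of at least 100, 12 were at least 2-fold higher and 2 at least 2-fold lower, with a median log2 ratio over 21 measured genes of 1.88 at percentile 91.7 of the random lists. The Notch ligand gene Ser, at 1 read in wild-type ovaries, reached 292, and bab2, a transcription factor of cap and terminal filament cells, had a log2 ratio of 5.33 (5.05 to 5.62). The lower genes were tj and the Notch ligand gene Dl, at -1.09, which is less than 2-fold lower when values are scaled by total reads. Of the yolk protein genes, which follicle cells and fat body express, Yp3 was 6.60-fold and Yp1 3.82-fold higher, with a median of the 3 genes at percentile 96.9. Genes of muscle, which sheaths the ovary, were higher in the same library, such as Mlc2, from 1297 to 102626.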

The *Drosophila* Ago family comprises five members: Ago1, Ago2, Ago3, Piwi, and Aub. Among these five members, the Piwi protein subfamily (Piwi, Ago3, and Aub) is essential for the production of piRNAs and transposon silencing to protect germline cells^20^. In *Drosophila* ovaries, piRNAs bind to the Piwi subfamily proteins to form the piRNA-induced silencing complex (piRISC). Meanwhile, Ago1 is mainly involved in repressing the translation of mRNAs by binding to microRNAs (miRNAs) to form the miRISC, and Ago2 associates with small interfering RNAs (siRNAs) to form the siRISC^21^. Because *ago3* expression was downregulated but the expression levels of *piwi* and *aub* were not significantly changed in *egg* mutant ovaries, we also examined expression level changes of the other *Drosophila* ago family members, Ago1 and Ago2. 

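AGO1 (ago1, FBgn0262739, chromosome arm 2R), the Argonaute of miRNAs, had a normalized value of 25463 in wild-type ovaries and 15560.1 in egg mutant ovaries. AGO2 (ago2, FBgn0087035, 3L), the Argonaute of siRNAs, had 15566 and 11143. The log2 ratio was -0.71 for AGO1 (interval -0.74 to -0.68) and -0.48 for AGO2 (-0.52 to -0.45), so neither reached a fold change of 2. Of 11 genes of the miRNA and siRNA machinery, 4 were at least 2-fold lower and none was at least 2-fold higher. The largest differences were in Ars2, at a log2 ratio of -1.62, and in pasha, the partner of Drosha, at -1.30. The list's median was -0.71, at percentile 22.9 of the random lists. With values scaled to the ribosomal protein genes AGO1 was at least 2-fold lower, and AGO2 was not.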

We found that the expression levels of *ago1* and *ago2* genes were not significantly changed in *egg* mutant ovaries (Fig. 1c). In addition to major piRNA clusters, such as the 42AB and flamenco clusters, the 3′-UTRs of *tj*, *brain tumor* (*brat*), and *klp10A* (a kinesin-13 of *Drosophila*) genes were also determined as new piRNA clusters that produce somatic piRNAs^19^. The role of Egg in these new piRNA clusters has not been investigated; therefore, we examined expression level changes of these genes in *egg* mutant ovaries. Consistent with the previously suggested notion that Egg plays a positive role in major piRNA cluster transcription^12^, the expression levels of *tj*, *brat*, and *klp10A* genes were all downregulated in *egg* mutant ovaries (Fig. 1d). 

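All 3 genes with piRNA clusters in their 3′-UTRs were at least 2-fold lower in egg mutant ovaries. klp10A (Klp10A, FBgn0030268, chromosome arm X) went from 37579.6 to 9315, a log2 ratio of -2.01 (interval -2.04 to -1.98). brat (FBgn0010300, 2L), a translational repressor, went from 52254 to 13774, and tj (FBgn0000964, 2L), a transcription factor of somatic gonadal cells, from 5879 to 2269.6, 3.79-fold (3.72 to 3.87) and 2.59-fold (2.47 to 2.72) lower. Their median lay at percentile 1.20 of the random lists. Of the genes nearest to each in wild-type value, 11.8% had a ratio as low as klp10A, 12.6% as low as brat and 17.6% as low as tj. Transcripts that nurse cells and oocytes make in quantity were lower on balance in the same library. Of 20 measured maternal transcripts 10 were at least 2-fold lower (median -1.11, percentile 0.300), led by png at -3.12 and smg, which went from 227252 to 29949. Of the others 9 were neither, among them capu and tud with log2 ratios above 0, and grk was 2.33-fold higher, which is less than 2-fold higher when values are scaled to the ribosomal protein genes.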

Taken together, our results demonstrate that Egg not only promotes piRNA cluster transcription, but also plays a positive role in the expression of particular components of the piRNA machinery.

### Egg is involved in regulating expression of some long non-coding RNAs (lncRNAs)

On analysis of the RNA-seq data, we noticed that some well-known *Drosophila* lncRNAs were upregulated in *egg* mutant ovaries, prompting us to investigate whether Egg is involved in the regulation of lncRNA expression. In general, lncRNAs are transcripts longer than 200 nucleotides with little or no protein-coding capacity^22^. In addition to small non-coding RNAs such as piRNAs, miRNAs, and siRNAs, accumulating evidence suggest that lncRNAs also play key regulatory roles in diverse biological processes^22^.

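The lncRNAs with the highest log2 ratios in Table S2 of the paper were CR40282, CR42646, CR41440, CR43086 and CR31781. CR31781 (FBgn0051781, 2L from 16869487 to 16878300 in R5 coordinates of Table S2) went from 361 in wild-type ovaries to 52885 in egg mutant ovaries, and CR42646 from 22.8 to 10675. CR41440 had no wild-type read and was at least 228-fold higher by its interval, whereas CR40282, at 1 wild-type read, had a log2 ratio of 9.47 (interval 6.99 to 14.78). The lowest were Uhg5, a host gene of small nucleolar RNAs, at -2.92, CR41507 on the Y chromosome at -2.53, CR43482 at -2.38, CR42723 at -2.06 and CR42722 at -2.03. Of the 133 genes of Table S2, all with a value of at least 100 in either library, 83 were at least 2-fold higher, 17 at least 2-fold lower and 33 neither. Table S2 places 44 of them on unplaced or heterochromatic scaffolds, of which 36 were higher and 4 lower. Of the other 89, which include the mitochondrial mt:lrRNA, 47 were higher and 13 lower. Many of the higher lncRNAs had little expression in wild-type ovaries, with 44 of the 83 at a value under 100. The median log2 ratio of the table's genes was 1.68, at percentile 50.1 of random lists of genes of any kind with the same mean expression and at percentile 29.1 when these lists, in a comparison chosen after the values were seen, held only genes with a value of at least 100.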

We found that the expression levels of about 100 potential lncRNAs were significantly changed in *egg* mutant ovaries. A selected subset of well-known differentially expressed *Drosophila* lncRNAs is shown in Fig. 1e (the entire list is in Supplementary Table S2). Most of them (83%), including *roX2*, *αγ-element*, *bxd*, *hsr-ω*, *pncr003:2L*, *pncr004:X*, and *pncr009:3L*, were upregulated, whereas 17% of them, including *pncr011:3L* and *pncr012:2L*, were downregulated by loss of Egg (Fig. 1f). 

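roX2 (FBgn0019660, X from 11473089 to 11474465 in the R5 coordinates of Table S2), a lncRNA of male dosage compensation, had 2 reads in wild-type ovaries and a value of 101 in egg mutant ovaries, a log2 ratio of 5.61 (interval 3.72 to 8.68). pncr003:2L (2L from 16838593 to 16841887) went from 513 to 13346, a log2 ratio of 4.70, and the αγ-element from 155 to 3587, at 4.53. The log2 ratio was 4.42 for bxd (3R from 12567847 to 12598911), 4.15 for pncr004:X (X from 19065110 to 19068929) and 2.22 for pncr009:3L (3L from 19479846 to 19481488). hsr-ω (Hsromega, FBgn0001234), which heat shock induces, was abundant in both libraries, at 7523 and 25255. pncr011:3L (3L from 11089757 to 11091660) had a log2 ratio of -1.26 (-1.46 to -1.06) and pncr012:2L (2L from 20647533 to 20648848) of -1.14 (-1.27 to -1.01). The median over the 9 lncRNAs, which the paper chose from these libraries, was that of pncr004:X, at percentile 97.2 of the random lists. Of the genes nearest to each in wild-type value, 29.6% had a ratio as high as roX2, 7.00% as high as pncr003:2L, 23.6% as high as the αγ-element, 27.2% as high as bxd, 35.4% as high as pncr004:X, 56.4% as high as pncr009:3L and 1.40% as high as hsr-ω, and 10.0% had a ratio as low as pncr011:3L and 17.8% as low as pncr012:2L. bxd lies in the bithorax complex, whose Hox genes were higher in the same library. Of 7 measured Hox genes 4 were at least 2-fold higher, including Ubx at 5.06 and abd-A, which went from 411 to 18429.9. These 4 were the only ones with a value of at least 100. Only abd-A was at that level in wild-type ovaries, and the others, such as Ubx at 22.8, passed it only through the mutant library. pncr009:3L, pncr011:3L and the αγ-element overlap other genes or transposable elements, so their values are uncertain. Genes of neurons were higher too, such as fne, from 47.7 to 2079.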

*Drosophila pncr* (*putative noncoding RNA*) genes are a set of putative lncRNA genes identified by positional curation^23^. Overall, our data suggest that Egg is involved in regulating expression of some lncRNA genes and that Egg generally plays a repressive role in the expression of these lncRNA genes.

### Two pro-apoptotic genes, *reaper* (*rpr*) and *head involution defective* (*hid*), are derepressed in *egg* mutant ovaries

Loss of piRNAs in germ cells leads to activation of TEs and consequently to an increase in DNA damage, which in turn can trigger apoptotic cell death^13,14^. Indeed, *egg* mutant females show rudimentary ovaries, resulting from apoptosis in the germaria at early stages of oogenesis^7,10,11^. We confirmed whether apoptotic events indeed happened in *egg* mutant ovaries using cleaved Caspase-3 antibody. As shown in Fig. 2c, we observed apoptotic germline and somatic cells in *egg* mutant ovaries, but not in wild-type ovaries. Thus, we compared expression level changes of apoptosis-related genes between wild-type and *egg* mutant ovaries using the RNA-seq data. 

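Of 49 apoptosis-related genes that could be matched to the names in Fig. 2a, 11 were at least 2-fold higher in egg mutant ovaries, 9 were at least 2-fold lower and 29 were neither. The list of Fig. 2a was not among those fixed beforehand. The caspase genes decay and Damm were the highest after the Hox gene abd-A, from 31.1 to 1365 and from 15.5 to 559.7. Among other caspase genes, Nc and Ice, which encode Dronc and Drice, had log2 ratios of -1.52 and -1.17. The TNF gene egr was 9.35-fold higher, and its receptor gene wgn had a log2 ratio of 2.34. Buffy, a Bcl-2 family gene, stood at 2.17, and the caspase inhibitor gene th (Diap1) at 1.08. The lowest were the checkpoint kinase gene lok, snama at -1.66 and the kinase gene Tao-1, from 57314 to 18140.4. The median log2 ratio of these genes was -0.34, at percentile 71.2 of the random lists. For a list of core apoptosis genes, many of which are also in Fig. 2a, 8 of 22 genes with a value of at least 100 were at least 2-fold higher and 5 lower, with a median over 23 measured genes of 0.08 at percentile 87.9. The pro-apoptotic gene skl, under this level, went from 3.11 to 93.6. The caspase gene Dcp-1 is listed at 0 in both libraries, but it lies wholly inside another gene, so this is not read as absence of its RNA.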

As shown in Fig. 2a, the overall expression of apoptotic genes was seemingly derepressed in *egg* mutant ovaries. In particular, two pro-apoptotic genes, *rpr* and *hid* were upregulated in *egg* mutant ovaries (Fig. 2b). 

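rpr (FBgn0011706, chromosome arm 3L) had a normalized value of 31.1 in wild-type ovaries and 499 in egg mutant ovaries, 16.0-fold higher (log2 ratio 4.00, interval 3.47 to 4.59). hid (W, FBgn0003997, 3L) was the more abundant, at 1104 and 3448, 3.12-fold higher (1.64, 1.54 to 1.74). Ratios as high were found in 36.4% of the 500 genes nearest to rpr in wild-type value and in 19.2% of those nearest to hid. Genes of JNK signalling, a stress pathway that can drive apoptosis, were higher as well. Of 10 measured JNK genes 6 were at least 2-fold higher and none was at least 2-fold lower, with a median of 1.26 at percentile 99.7 of the random lists, or 83.6 of lists not matched on expression. The JNK targets Mmp1 and puc had log2 ratios of 4.22 and 1.37. Scaling to the ribosomal protein genes, which adds -0.37, puts puc at about the 2-fold threshold. Genes of blood cells were higher in the same library, such as Hml, from 119 to 51247.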

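No read of grim (FBgn0015946, chromosome arm 3L), the pro-apoptotic neighbour of rpr and hid, was counted in wild-type ovaries, and 2 reads, a normalized value of 1.93, were counted in egg mutant ovaries. Both counts lie at or under the floor of 3 reads, so no ratio is given for grim. A large part of the grim exons also overlaps antisense and noncoding RNAs of later annotations.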

In the case of *grim*, the normalized value was too low in both wild-type and *egg* mutant ovaries to consider statistically significant. However, the expression levels of *p53* and *meiotic 41* (*mei-41/ATR*, the *Drosophila* ATM/ATR homologue) genes were not significantly changed and the expression level of the *maternal nuclear kinase* (*mnk/chk-2*, the *Drosophila* Chk-2 homologue) was downregulated in *egg* mutant ovaries (Fig. 2b). 

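chk-2 (lok, FBgn0019686, chromosome arm 2L), the checkpoint kinase of the DNA damage response, went from 35499 in wild-type ovaries to 9778 in egg mutant ovaries, a log2 ratio of -1.86 (interval -1.89 to -1.83). mei-41 (FBgn0004367, X) had a log2 ratio of -0.72 (-0.78 to -0.66) and p53 (FBgn0039044, 3R) of 0.08 (-0.00400 to 0.171). Most genes of DNA damage and repair were lower. Of 18 genes of the DNA damage response 10 were at least 2-fold lower and 1 was higher, with a median of -1.47, below nearly all of the random lists. RnrL, a subunit of ribonucleotide reductase, stood at -2.58 and the helicase gene mus309 at -2.28, whereas the stress-response gene Xrp1 was 10.2-fold higher. Genes of the cell cycle and DNA replication were lower still. Of 26 measured 25 were at least 2-fold lower, with a median of -2.21 below all random lists, led by the securin gene pim at -4.23 and the cyclin gene CycB3 at -4.01. Of the genes nearest to chk-2 in wild-type value 14.0% had a ratio as low. When values were scaled to the ribosomal protein genes, mei-41 was at least 2-fold lower and the log2 ratio of p53 turned negative.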

In *Drosophila*, it is well established that three pro-apoptotic genes, *rpr*, *hid*, and *grim* play key roles in the activation of apoptotic cell death, and each of the three pro-apoptotic genes is sufficient to induce apoptotic cell death in a Caspase-dependent manner^24^: During apoptosis, Rpr, Hid, and Grim proteins bind to the caspase inhibitor Diap1, thereby releasing activated caspases^24^. It has been known that most developmental apoptosis in *Drosophila* is initiated by the activation of the *rpr*, *hid*, and *grim* genes, and the protein activity of these genes is controlled mainly at the transcriptional level^24^.

**Figure 2:**
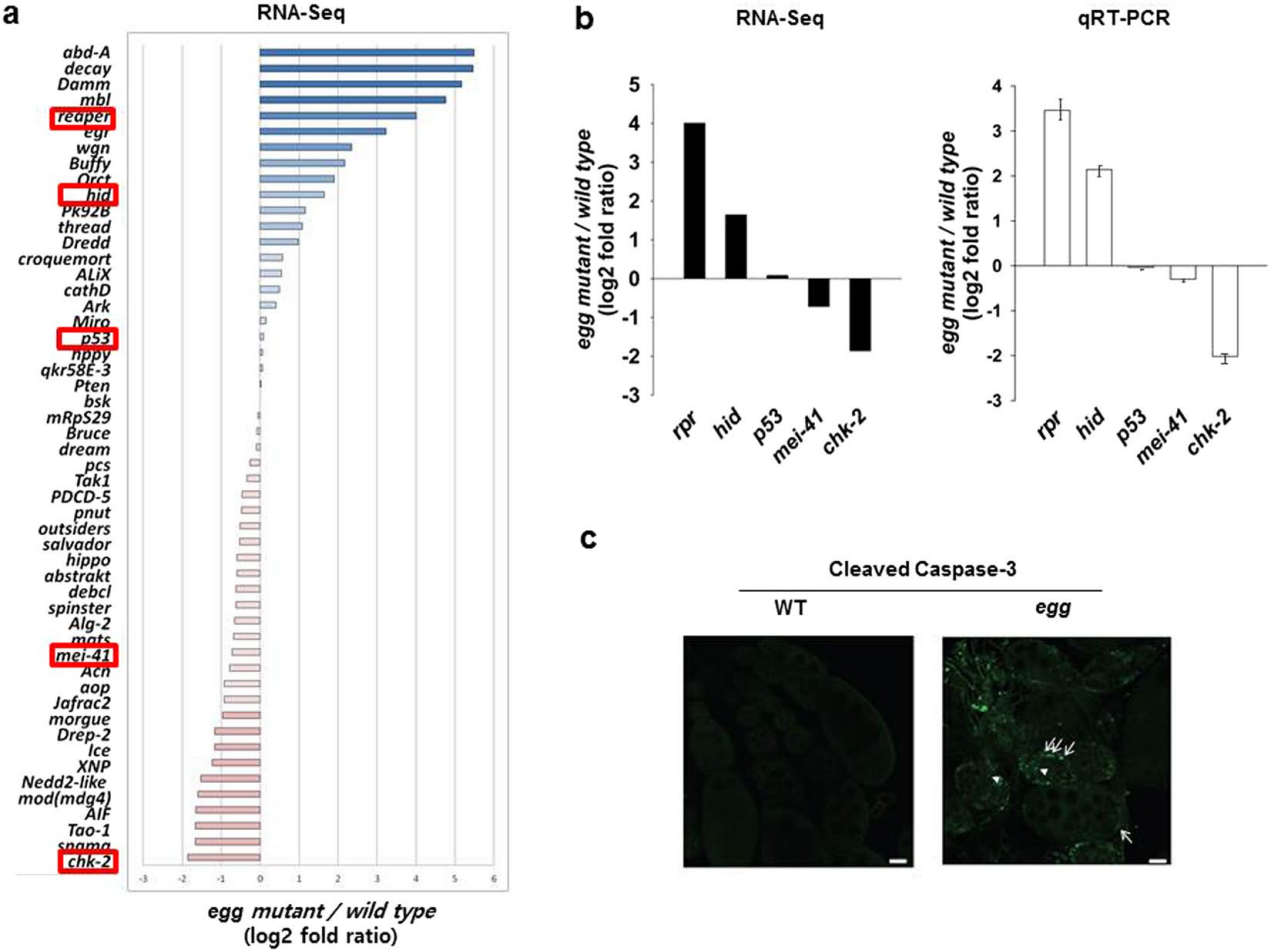
Apoptotic genes are generally derepressed in *egg* mutant ovaries. (**a**) Transcriptome analysis of apoptosis related genes using RNA-seq data. Overall, expression of apoptotic genes appears derepressed in *egg* mutant ovaries compared with wild-type ovaries. Fold changes are shown on the log_2_ scale (*egg* mutant/wild-type). Red boxes indicate representative apoptotic genes further analyzed by qRT-PCR. (**b**) RNA-seq (black bar) and qRT-PCR (white bar) analyses of the expression of five representative genes (*rpr*, *hid*, *p53*, *mei-41*, and *chk-2*). Expression levels of *rpr* and *hid* were upregulated whereas *chk-2* expression was downregulated in *egg* mutant ovaries compared with wild-type ovaries. Expression levels of *p53* and *mei-41* were not significantly changed. Fold changes are shown on the log_2_ scale (*egg* mutant/wild-type). qRT-PCR assays were performed at least three times. Error bars represent standard deviation. (**c**) Ovaries labeled with anti-cleaved Caspase-3 antibody. No apoptotic cells were observed in wild-type ovaries (left panel). Apoptotic germline (arrowhead) and somatic (arrow) cells were detected in *egg* mutant ovaries (right panel). Scale bars represent 20 µm.

Previously, immunostaining analyses revealed that Bag of marbles (Bam)-negative undifferentiated (i.e. GSC-like) cells were accumulated in *egg* mutant germaria, suggesting that Egg is required for Bam-dependent cystoblast differentiation^12,25^. However, *egg* mutant females show small ovaries, suggesting that the overall size of Bam-negative cells in *egg* mutant ovaries does not increase, probably because of apoptotic cell death in *egg* mutant germaria^7,10,11^. Our data suggest that the upregulation of *rpr* and *hid* genes in *egg* mutant ovaries may, at least partly, account for the previously observed apoptotic cell death in *egg* mutant germaria^7,10,11^.

### Expression levels of *decapentaplegic* (*dpp*) and *division abnormally delayed* (*dally*) are upregulated in *egg* mutant ovaries

In the *Drosophila* ovary, two or three GSCs reside in the GSC niche at the anterior tip of the germarium^26^. Following GSC division, one daughter cell moves out of the niche and changes its identity to a differentiating cystoblast by upregulating Bam, a key differentiation factor^26^. Maintenance of GSC identity depends on Dpp, the *Drosophila* orthologue of Bone morphogenetic protein 2/4 (BMP2/4), together with Dally, a cell-surface glypican that enhances Dpp signaling^27^. Thus, Dpp should be strictly regulated. In the GSC niche, somatic cap cells produce the majority of the Dpp signal whereas escort cells (ECs), which lie close to the cap cells, do not express the Dpp signal^27^. Dpp acts through the canonical signal transduction pathway involving the type I receptors Thickveins (Tkv) and Saxophone (Sax), and the type II receptor Punt^27^. In GSCs, Dpp signaling transcriptionally represses *bam*, which results in derepression of the essential downstream translational repressor Nanos (Nos)^28^. Meanwhile, in cystoblasts, *bam* expression is derepressed and Bam inhibits Nos/Pumilio (Pum) activity to initiate the differentiation process^28^.

We investigated whether loss of Egg leads to transcriptional changes of the genes involved in Dpp signaling. Consistent with previous reports^12,25^, our data show that *bam* was downregulated in *egg* mutant ovaries (Fig. 3a), which was further confirmed by immunostaining of ovaries with anti-Bam (Supplementary Fig. S1). Moreover, we found that *dpp* and *dally* were upregulated, but the expression levels of *tkv*, *sax*, *punt*, *mother against dpp* (*mad*), and *medea* (*med*) were not significantly changed in *egg* mutant ovaries (Fig. 3a), suggesting that the increased expression levels of *dpp* and *dally* genes by loss of Egg may be responsible for Bam-dependent cystoblast differentiation defects in *egg* mutant germaria^12,25^. 

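bam (FBgn0000158, chromosome arm 3R) went from 7072 in wild-type ovaries to 755 in egg mutant ovaries, 9.37-fold lower (log2 ratio -3.23, interval -3.34 to -3.12). Of the 500 genes nearest to it in wild-type value 1.80% had a ratio as low. bgcn, which encodes the partner of Bam in cystoblast differentiation, was 66.8-fold higher, from 40.4 to 2702. The RNA-binding protein gene Rbp9 was 8.46-fold higher, and pgc, which silences transcription in germ cells, stood at -2.85. A list of meiosis genes, which holds genes of recombination, the synaptonemal complex and chromosome segregation, was lower on balance. Of 14 with a value of at least 100, 6 were at least 2-fold lower and 2 higher, with a median over 15 measured of -0.97 at percentile 0.220 of the random lists. The lowest, the kinesin gene nod at -3.43 and the cohesion protector mei-S332 at -2.52, are genes of chromosome segregation. The highest were ord, from 11.4 to 293, and the synaptonemal complex gene cona, from 49.7 to 570.3. The list's median therefore does not show that synaptonemal complex genes were lower.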

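dpp (FBgn0000490, chromosome arm 2L) went from 327 in wild-type ovaries to 5041 in egg mutant ovaries, 15.4-fold higher (log2 ratio 3.94, interval 3.78 to 4.11). The log2 ratio was 0.05 for the type I receptor gene tkv, -0.84 for sax, -0.47 for the type II receptor gene punt (put) and -0.65 for mad (Mad). Of the 500 genes nearest to dpp in wild-type value, 19.4% had a ratio as high. Over the 9 genes of Fig. 3a that could be read, the median was -0.65, at percentile 20.7 of the random lists. Other genes of the BMP pathway, which the paper does not name, were higher as a group. Of 12 measured 7 were at least 2-fold higher and 2 lower, with a median of 1.29 at percentile 99.5, or 86.5 of lists not matched on expression. The second BMP ligand gene gbb was 11.0-fold higher, and the collagen IV genes Cg25C and vkg, whose product binds Dpp and which blood cells and fat body also make, stood at 3.33 and 3.22, beside the blood cell gene Ppn, from 962 to 138055. Dad, a target of the pathway in germline stem cells and somatic tissues, went from 3489 to 8225. This is less than 2-fold higher when values are scaled to the ribosomal protein genes. The lower members were magu at -1.64 and lack, the Smurf ubiquitin ligase gene, at -1.01, which is less than 2-fold lower when values are scaled by total reads. When values were scaled to the ribosomal protein genes, sax and mad were at least 2-fold lower. dally and medea could not be matched to a name in the tables used. The paper proposes that raised dpp and dally may account for the defects of Bam-dependent cystoblast differentiation in egg mutant germaria. Besides these libraries it reports qRT-PCR of dpp, dally and bam. It also reports less Bam by immunostaining and more Dpp protein by Western blot and immunostaining.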

Consistently, we detected a significantly increased expression level of Dpp protein in *egg* mutant ovaries by Western blots (Supplementary Fig. S2) and immunostaining (Fig. 3b): We detected quite increased and diffused signals of Dpp protein from the anterior tip of *egg* mutant germaria compared with a specific signal of Dpp protein at the anterior tip of wild-type germaria (Fig. 3b). 

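The germline translational repressor gene nos (FBgn0002962, chromosome arm 3R) had 124 reads in wild-type ovaries and 19 in egg mutant ovaries, normalized values of 129 and 18.3. It was 7.01-fold lower, at a log2 ratio of -2.81 (interval -3.59 to -2.11), and 2.00% of the 500 genes nearest to it in wild-type value had a ratio as low. Its partner pum (FBgn0003165, 3R) was abundant in both libraries and had a log2 ratio of 0.18. mei-P26 (FBgn0026206, X), which acts with these genes in cyst differentiation, went from 36531 to 15346, at -1.25 (-1.28 to -1.22).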

Notably, however, we also found that *nos* was downregulated in *egg* mutant ovaries (Fig. 3a). These results suggest that some of the Bam-negative cells in *egg* mutant germaria^12,25^ may also be Nos-negative cells, or the typical identity of the accumulated germ cells in *egg* mutant germaria^12,25^ may not be simply Bam-negative but also Nos-negative (i.e. GSC-like + cystoblast-like). Indeed, consistent with our results, germline clone analysis showed that *egg*-negative germline cell clones developed normally up to stage 5 of oogenesis but died through apoptosis^11^.

**Figure 3:**
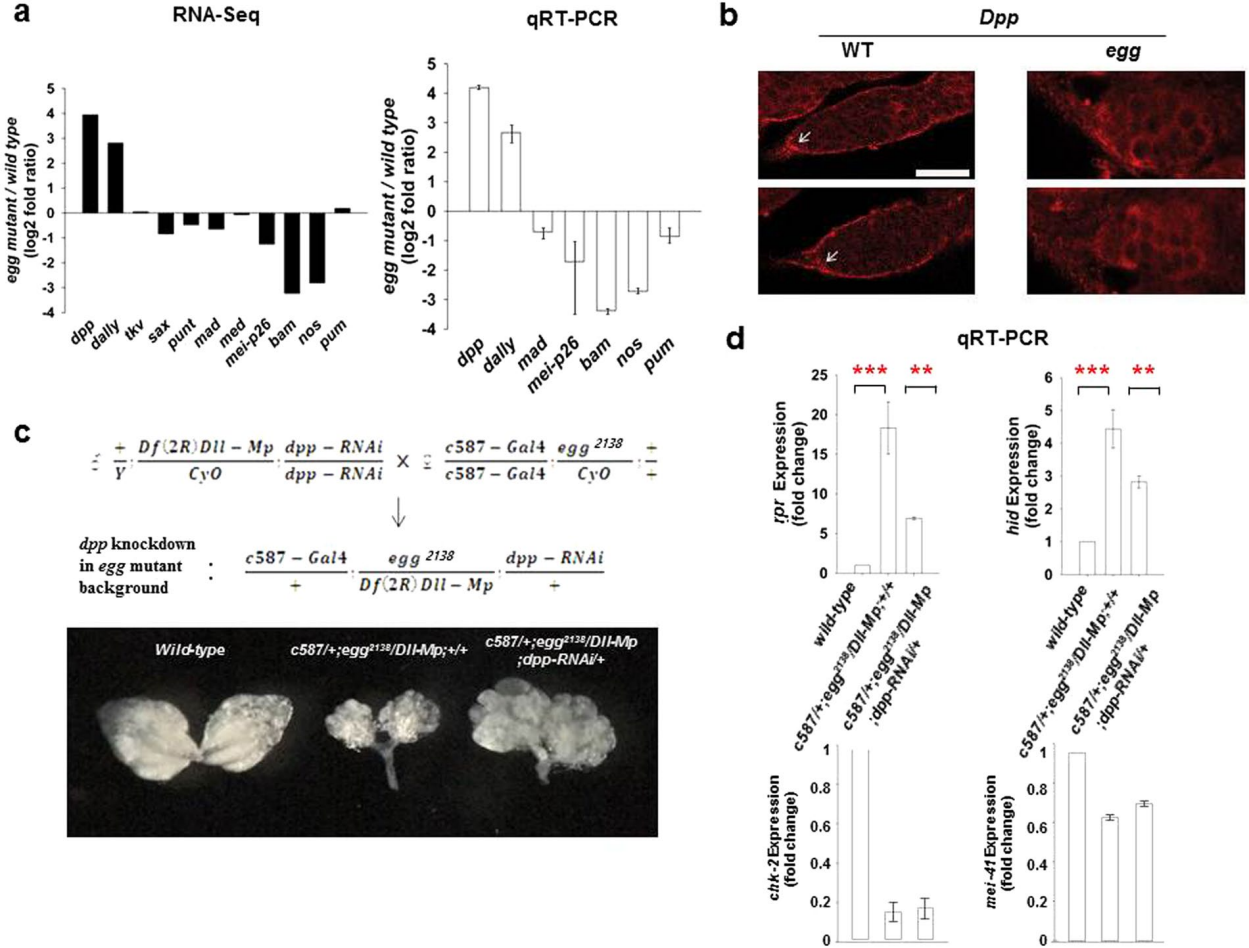
RNAi-mediated *dpp* knockdown in *egg* mutant germarium causes an increase in ovary size. (**a**) Representative expression profiles of genes involved in Dpp signaling. RNA-seq data analysis (black bar) revealed that expression levels of *dpp* and *dally* were upregulated whereas those of *nos* and *mei-P26* were downregulated in *egg* mutant ovaries compared with wild-type ovaries. Consistent with *dpp* and *dally* upregulation, *bam* was downregulated. Expression levels of *tkv*, *sax*, *punt*, *mad*, *med*, and *pum* were not significantly changed. Fold changes are shown on the log_2_ scale (*egg* mutant/wild-type). qRT-PCR assays (white bar) of the expression of seven representative genes (*dpp*, *dally*, *mad*, *mei-P26*, *bam*, *nos*, and *pum*) were performed at least three times. Fold changes are shown on the log_2_ scale (*egg* mutant/wild-type). Error bars represent standard deviation. (**b**) Germaria stained with anti-Dpp antibody. Dpp was detected specifically at the anterior tip (arrow) of wild-type germaria (left panels). Dpp appears increased and diffused from the anterior tip of *egg* mutant germaria (right panels). Scale bar represents 20 µm. (**c**) Representative light microscopic image of ovaries. RNAi-mediated *dpp* knockdown in *egg* mutant germarium causes an increase in ovary size. Ovaries of *egg* mutants (middle) are severely reduced in size compared with wild-type ovaries (left). 15–20% (n = 630) of *egg* mutant ovaries also carrying *c587-Gal4* and *dpp-RNAi* transgenes (*c587-Gal4*/+*; egg*^*2138*^*/Df(2R)Dll-Mp; dpp-RNAi*/+, right) showed an increase in size compared to *egg* mutant ovaries (*c587-Gal4*/+*; egg*^*2138*^*/Df(2R)Dll-Mp;* +/+, middle). (**d**) qRT-PCR assays. The increased expression levels of *rpr* and *hid* in *egg* mutant ovaries (*c587-Gal4*/+*; egg*^*2138*^*/Df(2R)Dll-Mp;* +/+) were significantly reduced in *egg* mutant ovaries also carrying *c587-Gal4* and *dpp-RNAi* transgenes (*c587-Gal4*/+*; egg*^2138^*/Df(2R)Dll-Mp; dpp-RNAi*/+) (one-way ANOVA with Bonferroni; **P < 0.01, ***P < 0.001; error bars represent standard deviation of three biological replicate experiments). RNAi-mediated *dpp* knockdown in *egg* mutant germarium did not change the expression levels of *chk-2* and *mei-41* in *egg* mutant ovaries.

### RNAi-mediated *dpp* knockdown in *egg* mutant germarium causes an increase in ovary size

To evaluate the significance of *dpp* upregulation to *egg* mutant ovary phenotypes, we knocked down *dpp* expression using RNAi in *egg* mutant background. We first tested the effect of the previously tested *dpp-RNAi* transgene^29^ in *egg* mutant background under the control of the *actin5C-Gal4* driver, a highly and ubiquitously active driver. However, as expression of the *dpp-RNAi* transgene by the *actin5C-Gal4* driver resulted in pupal lethality, we could not evaluate the effect of *dpp* knockdown by the *act5C-Gal4* driver on *egg* mutant ovaries. Given previous results that RNAi-mediated reduction of *dpp* expression by the *c587-Gal4* driver, a driver active in ECs and early follicle cells, suppressed the ovarian tumor phenotype induced by *H3K4 demethylase 1-RNAi*^29^, we next evaluated the effect of *dpp* knockdown in *egg* mutant background using the *dpp-RNAi* transgene and the *c587-Gal4* driver. We crossed flies carrying the *dpp-RNAi* transgene and *Df(2R)Dll-Mp* deficiency, which uncovers the *egg* gene, (+/*Y; Df(2R)Dll-Mp/CyO; dpp-RNAi/dpp-RNAi*) with flies carrying the *egg* mutation and *c587-Gal4*. (*c587-Gal4/c587-Gal4; egg*^*2138*^*/CyO*; +/+). We found that a small but consistent percentage (17.33 ± 1.81%, n = 630) of the *egg* mutant ovaries also carrying *c587-Gal4* and *dpp-RNAi* transgenes (*c587-Gal4*/+*; egg*^*2138*^*/Df(2R)Dll-Mp; dpp-RNAi*/+) showed an increase in size (Fig. 3c). Ovaries of the genotype (*c587-Gal4*/+*; egg*^*2138*^*/Df(2R)Dll-Mp; dpp-RNAi*/+) contained an accumulation of disorganized and somewhat bloated ovarioles and exhibited differentiation defects (data not shown) similar to those described previously^12,25^, raising the possibility that, unlike *egg* mutant germline and surrounding somatic cells (*c587-Gal4*/+*; egg*^*2138*^*/Df(2R)Dll-Mp*; +/+), the defective cells in the *dpp*-knockdown + *egg* mutant ovaries (*c587-Gal4*/+*; egg*^*2138*^*/Df(2R)Dll-Mp; dpp-RNAi*/+) could be maintained for a longer time by escaping apoptosis. Indeed, our qRT-PCR results showed that the increased expression levels of *rpr* and *hid* genes in *egg* mutant ovaries (*c587-Gal4*/+*; egg*^*2138*^*/Df(2R)Dll-Mp;* +/+) were significantly reduced in the *dpp*-knockdown + *egg* mutant ovaries (*c587-Gal4*/+*; egg*^*2138*^*/Df(2R)Dll-Mp; dpp-RNAi*/+) (Fig. 3d).

### *dpp* overexpression in *Drosophila* ovarian somatic cells (OSCs) induces cell death and activates the expression of *rpr* and *hid*

To test whether *dpp* upregulation in ovarian somatic cells can induce cell death directly, we transfected a Dpp expression construct into OSCs^19^, and evaluated cell viability and changes in gene expression following *dpp* overexpression (Fig. 4a). *Drosophila* OSCs are composed of mitotically active early somatic cells derived from the parental female germline stem/ovarian somatic sheath (fGS/OSS) cell line^19^. Our qRT-PCR results showed that expression levels of *rpr* and *hid* were significantly elevated following *dpp* overexpression in OSCs (Fig. 4b). Consistent with the qRT-PCR results, MTS assays showed that *dpp* overexpression significantly decreased the viability of OSCs (Fig. 4c). Collectively, these data suggest that ectopic upregulation of *dpp* in ovarian somatic cells can induce cell death through activation of *rpr* and *hid*. We also examined the impact of loss of Egg on H3K9me3 enrichment levels in *dpp*, *dally*, *rpr*, and *hid* genes. Our results showed that certain levels of H3K9me3 were present in *dpp* and *rpr* genes, but not in *dally* and *hid* genes (Fig. 4d). Moreover, H3K9me3 levels in *dpp* and *rpr* genes were significantly reduced in the absence of Egg, suggesting that H3K9me3 could directly regulate the expression of *dpp* and *rpr* at least in part (Fig. 4d).

**Figure 4:**
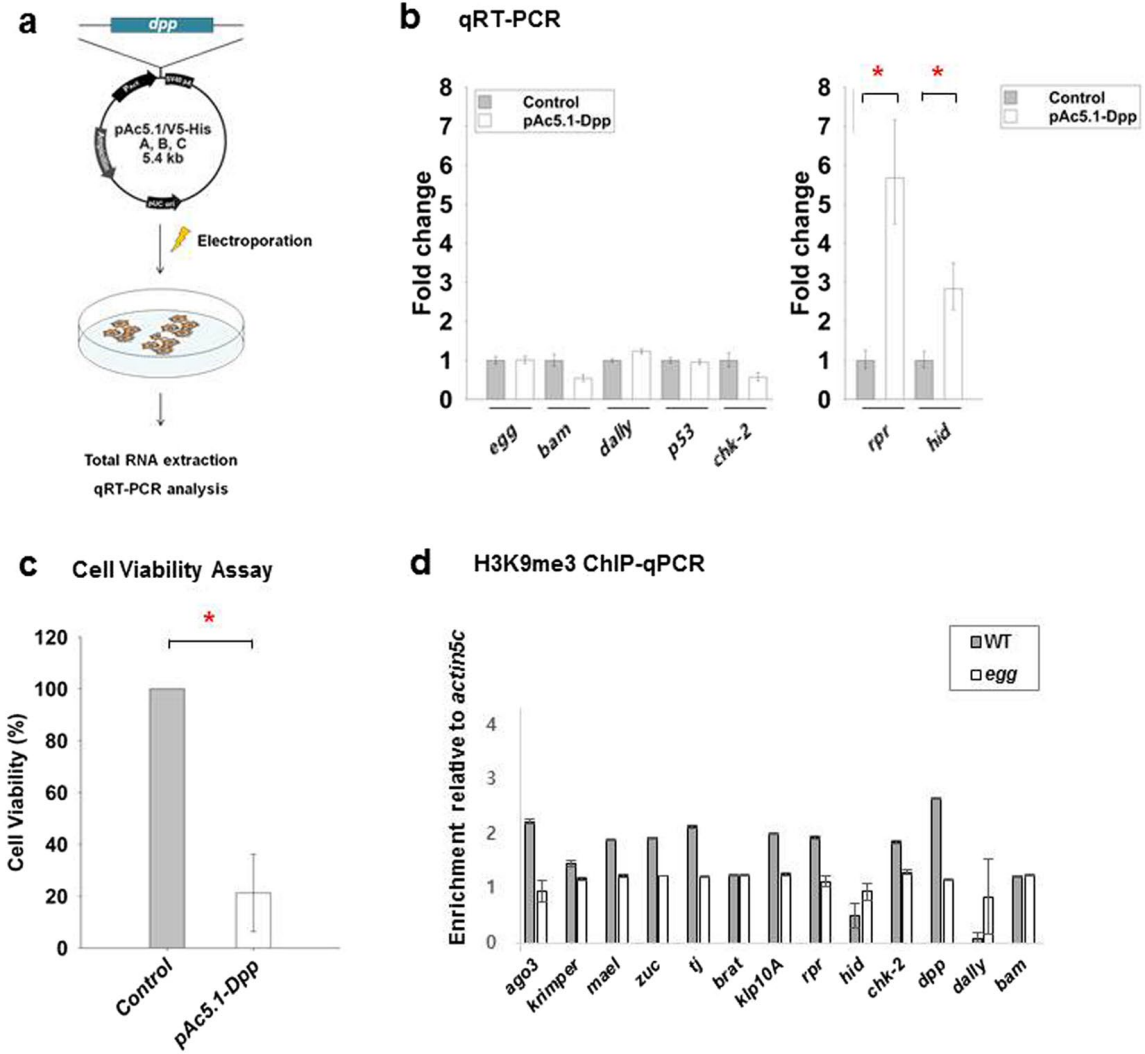
*dpp* overexpression induces apoptotic cell death through activation of *rpr* and *hid* in *Drosophila* ovarian somatic cells (OSCs). (**a**) Schematic illustration of Dpp overexpression experiments in OSCs. (**b**) qRT-PCR assays. *dpp* overexpression activated the expression of *rpr* and *hid* in OSCs. qRT-PCR assays show changes in expression levels of seven representative genes (*egg*, *bam*, *dally*, *p53*, *chk-2*, *rpr*, and *hid*) following *dpp* overexpression in OSCs (unpaired *t*-test; *P < 0.05; error bars represent standard deviation of three biological replicate experiments). (**c**) MTS assays. *dpp* overexpression induced cell death in OSCs. MTS assays show that the viability of *dpp*-overexpressing OSCs is significantly decreased (unpaired *t*-test; *P < 0.05; error bars represent standard deviation of three biological replicate experiments). (**d**) Chromatin immunoprecipitation (ChIP)-qPCR assays. ChIP was performed using H3K9me3 antibody to measure enrichment levels of H3K9me3 in the putative target genes of Egg. The recovered DNA was analyzed by qPCRs. Certain levels of H3K9me3 were present in some of the putative target genes such as *dpp*, *rpr*, *chk-2*, *ago3*, *zuc*, *mael*, *tj*, and *klp-10A* genes. H3K9me3 levels in these genes were significantly reduced in *egg* mutant ovaries. The enrichment levels are relative to *act5C*. Error bars represent standard deviation of three biological replicate experiments.

## Discussion

In the present study, we used RNA-seq data analysis and qRT-PCR validation to demonstrate that Egg plays diverse roles in the regulation of piRNA production, lncRNA expression, apoptosis-related gene expression, and Dpp signaling during *Drosophila* oogenesis. Furthermore, using genetic and cell biological approaches, we demonstrated that ectopic upregulation of *dpp* caused by loss of Egg in the germarium can trigger apoptosis *in vivo*.

Regarding piRNA production, our results revealed that among the known piRNA machinery components, *ago3*, *krimp*, *mael*, and *zuc* genes are the major piRNA-related targets of Egg (Fig. 1b). Consistent with the previously suggested role of Egg for promoting piRNA production, all of the putative target genes were downregulated in *egg* mutant ovaries (Fig. 1b,d). In *Drosophila*, two piRNA processing pathways, primary processing and secondary processing, have been proposed^14^; the primary processing pathway functions in both germline and somatic cells by processing precursor piRNAs into piRNAs whereas the secondary processing pathway functions only in germline cells in which piRNAs are amplified by the ping-pong cycle^14,30,31^. Zuc plays a central role in the primary processing pathway^19^. Given the involvement of Egg in both germline and somatic piRNA production^12^, we tested whether decreased expression of *zuc* is responsible for the ovarian phenotypes caused by loss of Egg. We investigated phenotypic changes after introduction of wild-type *zuc* transgenes^32^ under the control of the *actin5C-Gal4* driver into *egg* mutant background, but the ovaries of the genotypes (*egg*^*2138*^*/Df(2R)Dll-Mp; HA-tagged zuc* (or *EGFP-tagged zuc*)*/actin5C-Gal4*) did not show any significant phenotypic changes compared with those of *egg* mutants (data not shown). Ago3 is essentially involved in the secondary processing pathway along with Aub^14^. The nuage, which surrounds the nuclei of nurse cells, has been proposed as a site for the ping-pong cycle^30,31^. Various types of proteins, including Ago3, Krimp, and Mael, have been identified as nuage components^14^. The decreased expression levels of the particular nuage components in *egg* mutant ovaries (Fig. 1b and Supplementary Figs S1 and S2) suggest that the reduction of germline piRNAs in *egg* mutants may result from not only a reduction of precursor piRNA transcription, as proposed previously^12^, but also from a failure of the piRNA amplification pathway.

Our data also revealed a previously unknown role of Egg as an lncRNA regulator (Fig. 1e,f). In *Drosophila*, the existence of lncRNAs has long been known, but only a few lncRNAs have been investigated^33^. Here, we revealed that Egg is involved in regulating the expression of 100 potential lncRNA genes, and appears to play a repressive role in the expression of these lncRNAs (Fig. 1e,f). Among the upregulated lncRNAs in *egg* mutant ovaries, two well-known heat-inducible lncRNAs, *αγ-element* and *hsr-ω* are located in genomic regions where numerous TEs are found^34,35^. Given the involvement of Egg in regulating piRNA production and thus TE mobilization, this raises an intriguing possibility of a link between the upregulation of *αγ-element* and *hsr-ω* in *egg* mutant ovaries and their genomic locations as TE hotspots. A strong upregulation of *pncr003:2L* and *pncr004:X* by loss of Egg is noteworthy, but the functional significance of these lncRNAs in the *Drosophila* ovary has not been determined. Although we tried to knock down *pncr003:2L* and *pncr004:X* using transgenic flies containing dsRNA for RNAi of *pncr003:2L* or *pncr004:X* under the control of the *act5C-Gal4* driver, we could not detect any phenotypic changes during oogenesis. Interestingly, *pncr003:2L* was originally annotated as an lncRNA^23^, but it was recently reported to encode two small functional peptides that are involved in regulating calcium transport in the *Drosophila* heart^36^. Determination of the function of *pncr003:2L* in the *Drosophila* ovary is an interesting issue that needs to be addressed.

In this study, we demonstrated that *dpp* and *dally* were strongly upregulated in *egg* mutant ovaries (Fig. 3a) and that *dpp* knockdown in ECs and early follicle cells in *egg* mutant background resulted in an increase in the size of the ovaries (Fig. 3c). Previously, by analysis of *egg-RNAi* knockdown in ECs, an EC-specific requirement for *egg* in controlling germ cell differentiation was suggested^25^. Moreover, germ cell differentiation defects caused by *egg* knockdown in ECs was attributed to an increase in Dpp signaling because removal of one copy of *dpp* partially suppressed the tumorous phenotype caused by *egg* knockdown in ECs^25^. The expression level of *dally*, an enhancer of Dpp signaling, may be maintained at a high level in the *dpp* knockdown in *egg* mutant background (Fig. 3c); therefore, the enhancement of Dpp signaling caused by loss of Egg may be maintained in the *dpp* knockdown in *egg* mutant germarium, thereby exhibiting similar differentiation defects as those observed in the *egg* mutant germarium^12,25^. However, the defective cells in the *dpp*-knockdown in *egg* mutant background could be maintained for a longer time, which may be attributed to a reduction of the enhanced apoptosis in *egg* mutant ovaries because the increased expression levels of *rpr* and *hid* in *egg* mutant ovaries were significantly reduced in the *dpp*-knockdown in *egg* mutant background (Fig. 3d). Given that Egg is broadly expressed in germ cells and somatic cells in the ovary during oogenesis^7^ (Supplementary Fig. S1), *dpp* knockdown only in ECs and early follicle cells may not be sufficient to consistently counteract the overall apoptosis-promoting effect caused by *dpp* upregulation in *egg* mutant ovaries, which may explain the relatively low occurrence of the effect of the *dpp* knockdown in ECs and early follicle cells on the increase in ovary size.

We propose a model in which loss of Egg may initially cause a relatively mild level of ectopic *dpp* and *dally* overexpression that may be sufficient to cause germ cell differentiation defects through repression of *bam*. Apoptosis may then be initiated when the level of ectopic *dpp* overexpression reaches a certain threshold level capable of inducing *rpr* and *hid* upregulation perhaps through a *dpp* positive-feedback loop^37^. Alternatively, we cannot rule out the possibility that Egg represses *dpp*, *dally*, *rpr* and *hid* separately although the possibilities are not necessarily exclusive. Further studies are needed to determine the exact molecular mechanism by which Dpp signaling is increased in *egg* mutant ovaries. Given the role of BMPs in many mammalian stem cell systems^27^ and the existence of mammalian homologues of Egg and Dpp, the role of Egg in regulating Dpp signaling may provide important insights into their potential roles in mammalian stem cells.

## Methods

### *Drosophila* strains and genetics

All flies were maintained at room temperature (24–26 °C) on cornmeal-molasses medium. *w*^*1118*^ was used as a wild-type control. *egg*^*2138*^/*Df(2R)Dll-Mp* females were used for the isolation of ovarian tissues and phenotypic analysis. *egg*^*2138*^/*GFPCyO* and *Df(2R)Dll-Mp*/*GFPCyO* were provided by T. Hazelrigg (Columbia University, New York, NY, USA). *c587-Gal4* was provided by A. Spradling (Carnegie Institute for Science, Baltimore, MD, USA). Transgenic lines expressing N-terminally *triple-Hemaglutanin (HA)-tagged zuc* and *EGFP-tagged zuc* were provided by T. Schüpbach (Princeton University, Princeton, NJ, USA). *act5C-Gal4* and *dpp-RNAi* (BL-31531) lines were obtained from the Bloomington Stock Center. To knock down the expression of *dpp*, *c587-Gal4* and *dpp-RNAi* transgenes or *act5C-Gal4* and *dpp-RNAi* transgenes were introduced into the *egg*^*2138*^/*Df(2R)Dll-Mp* background by standard genetic crosses. To test the effect of wild-type *zuc* transgenes on the ovarian phenotype caused by loss of Egg, *HA-tagged zuc* and *act5C-Gal4* transgenes or *EGFP-tagged zuc* and *act5C-Gal4* transgenes were crossed into the *egg*^*2138*^/*Df(2R)Dll-Mp* background by standard genetic crosses. To knock down *pncr003:2L* or *pncr004:X*, transgenic flies containing dsRNA for RNAi of *pncr003:2L* (Bloomington Drosophila Stock Center, Stock Number 28957) or *pncr004:X* (Bloomington Drosophila Stock Center, Stock Number 28547) were used under the control of the *actin5C-Gal4* driver.

### RNA sequencing sample preparation and data analysis

Ovaries were dissected from 2- to 4-day-old *Drosophila* females and frozen in liquid nitrogen. *egg*^*2138*^*/Df(2R)Dll-Mp* females have rudimentary ovaries; therefore, mid- (stages 8–9) to late- (stages 10–14) stage wild-type egg chambers were removed manually to match the developmental stages and size. A representative image of egg chambers used for our RNA-seq and qPCRs is shown in Supplementary Fig. S1 as dashed lines. Total RNAs were extracted using TRIzol® reagent (Invitrogen). Isolated RNAs were treated with DNAse I (Takara) and further purified by acid phenol:chloroform extraction. cDNAs were synthesized from 1 μg of DNAse-treated total RNAs by reverse transcription (RT) with SuperScript III (Invitrogen). Twenty-microliter RT reactions containing 2.5 µM oligo- (dT)20 primers, 2.5 µM random hexamers, 0.5 mM each dNTP, 10X reverse transcription buffer, 5 mM MgCl_2_, 0.01 M DTT, 40 units/µl RNase-OUT™ and 200 units/µl SuperScript® III reverse transcriptase were incubated at 50 °C for 60 min, at 25 °C for 10 min and at 85 °C for 5 min. Raw sequences were aligned to the *Drosophila* genome (*Drosophila* genome version R5.42) using Burrows-Wheeler Aligner (BWA) software. Numbers of reads aligned within each gene were counted using the HTSeq package of Python and normalized with the DESeq package of R. Differentially expressed genes between *w*^*1118*^ and *egg*^*2138*^/*Df(2R)Dll-Mp* ovaries were identified using the DESeq criteria: normalized value ≥100 in either sample and fold change ≥2. All sequencing data has been deposited with the GEO database (Accession GSE87492).

### Quantitative Real-Time PCR

Relative mRNA levels were quantified using a LightCycler® 480 Real-Time PCR System (Roche). Each PCR reaction was carried out in 10 µl containing 5 µl LightCycler® 480 SYBR Green I Master (Roche), 0.25 µM gene specific primers and 20 ng cDNA. Reactions were run at 95 °C for 5 min followed by 45 cycles at 95 °C for 10 sec, 58 °C for 10 sec and 72 °C for 10 sec. Results were normalized to *ribosomal protein 49* (*rp49*). Gene expression levels were calculated using the comparative Ct method. All experiments were carried out at least three times for each of three biological replicates. The gene specific primers used for qRT-PCR are listed in Supplementary Table S1.

### Immunostaining

Ovaries were dissected in PBS, fixed for 9 min in a 6:1 mix of heptane:fixative (6% formaldehyde, 16.7 mM KPO_4_, 75 mM KCl, 25 mM NaCl, and 3.3 mM MgCl_2_), washed 3 × 5 min in PBS with 0.1% Triton-X100 (PBTX), and blocked for 4 hr in 1% BSA in PBTX. Primary and secondary antibodies were diluted in 1% BSA in PBTX. The ovaries were incubated overnight at 4 °C in primary antibody diluted in 1% BSA in PBTX, washed 3 × 10 min in PBTX, incubated for 3 hr at room temperature in secondary antibody (anti-rabbit Alexa Fluor 488 or anti-mouse Alexa Fluor 555, Abcam) at a dilution of 1:500, and washed 3 × 10 min in PBTX. Primary antibodies included rabbit anti-Cleaved Caspase-3 (1:500, Cell Signaling), mouse anti-Dpp (1:50, Santa Cruz Biotechnology), mouse anti-Bam-C (1:50, Developmental Studies Hybridoma Bank), mouse anti-Ago3 (1:250, H. Siomi), mouse anti-Krimp (1:250, H. Siomi), and rabbit anti-Egg (1:500). Anti-Egg polyclonal antiserum was raised against amino acids 79–315 of Egg in rabbits as described previously^7^. Leica SP8X confocal microscope was used to acquire images and images were processed with LAS X software.

### Chromatin immunoprecipitation

Approximately 300 ovary pairs of wild-type or *egg*^*2138*^*/Df(2R)Dll-Mp* females were used in each experiment. Chromatin preparation was carried out as described previously^38^. Sonication used Sonics Vibra-Cell VC130 Ultrasonic Processor at power 20, using 4 pulses of 10 sec with 50 sec intervals on ice. Immunoprecipitation was carried out using H3K9me3 antibody (3 µg, Millipore), then immunoprecipitated DNA fragments were quantified by qPCR. Enrichment of H3K9me3 is determined by normalization to a constitutively expressed *actin5C* gene or *egg* gene. The mean of the normalized value is reported using three biological replicates.

### Ovarian somatic cell (OSC) culture and overexpression of Dpp

The OSC line was a gift from H. Siomi (Keio University, Japan). Cells were grown at 26 °C in Shields and Sang M3 Insect Medium (Sigma) supplemented with 0.6 mg/ml glutathione, 10% FBS, 10 mU/ml insulin and 10% fly extract. A full-length *dpp* cDNA was PCR-amplified from *Drosophila* ovarian total cDNAs with gene specific primers. This *dpp* cDNA was tagged by the Flag epitope (MDYKDDDDK) at the N-terminus and was inserted between the EcoRI and XhoI sites of pAc5.1/V5-HisA (Invitrogen), to generate pAc5.1-Dpp, a Dpp expression vector. The primers used were as follows (5′-3′):

Forward: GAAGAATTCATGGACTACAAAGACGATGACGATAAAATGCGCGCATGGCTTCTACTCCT

Reverse: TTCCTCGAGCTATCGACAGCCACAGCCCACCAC

For Dpp overexpression in OSCs, 3 × 10^6^ trypsinized OSCs were resuspended in 100 μl of Solution V of the Cell Line Nucleofector Kit V (Amaxa Biosystems) and mixed with 5 μg of pAc5.1/V5-HisA or pAc5.1-Dpp. Transfection was conducted in an electroporation cuvette using a Nucleofector instrument (Amaxa Biosystems). The transfected cells were transferred to fresh OSC medium and incubated at 26 °C. After incubation for 48 hr, the cells were treated with TRIzol and total RNAs were extracted as described above.

### Cell viability assay (MTS assay)

Cell viability was measured using a CellTiter 96 Aqueous One Solution kit (Promega). 3 × 10^6^ trypsinized OSCs were transfected with 5 μg of pAc5.1/V5-HisA or pAc5.1-Dpp as described above. The transfected cells were seeded in 96-well plates and incubated at 26 °C. After incubation for 48 hr, the medium was changed to 10% M3/FBS medium. Then 20 µl of MTS solution was added to each well and cells were incubated at 26 °C for 3 hrs. Absorbance at 490 nm was measured using a Microplate Reader (Tecan). All experiments were carried out using three biological replicates.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Identification of target genes regulated by the Drosophila histone methyltransferase Eggless reveals a role of Decapentaplegic in apoptotic signaling
**Source:** Sci Rep. 2018 May 8;8:7123. doi: 10.1038/s41598-018-25483-9
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Identification of target genes regulated by the *Drosophila* histone methyltransferase Eggless reveals a role of Decapentaplegic in apoptotic signaling

Igojo Kang^{1†}, Yourim Choi^{1†}, Sueun Jung¹, Jae Yun Lim¹, Dooyoung Lee¹, Sumeet Gupta²,
Woongjoon Moon^{1*}, and Chanseok Shin^{1,3*}

Agriculture and Life Sciences, and Plant Genomics and Breeding Institute, Seoul National University,
Seoul 08826, Republic of Korea

[†]these authors contributed equally to this work

Chanseok Shin, Department of Agricultural Biotechnology, Institute of Agriculture and Life Sciences,

Woongjoon Moon, Department of Agricultural Biotechnology, Seoul National University, Seoul

Supplementary Figure S1. Immunostaining analysis of *egg* mutant ovaries

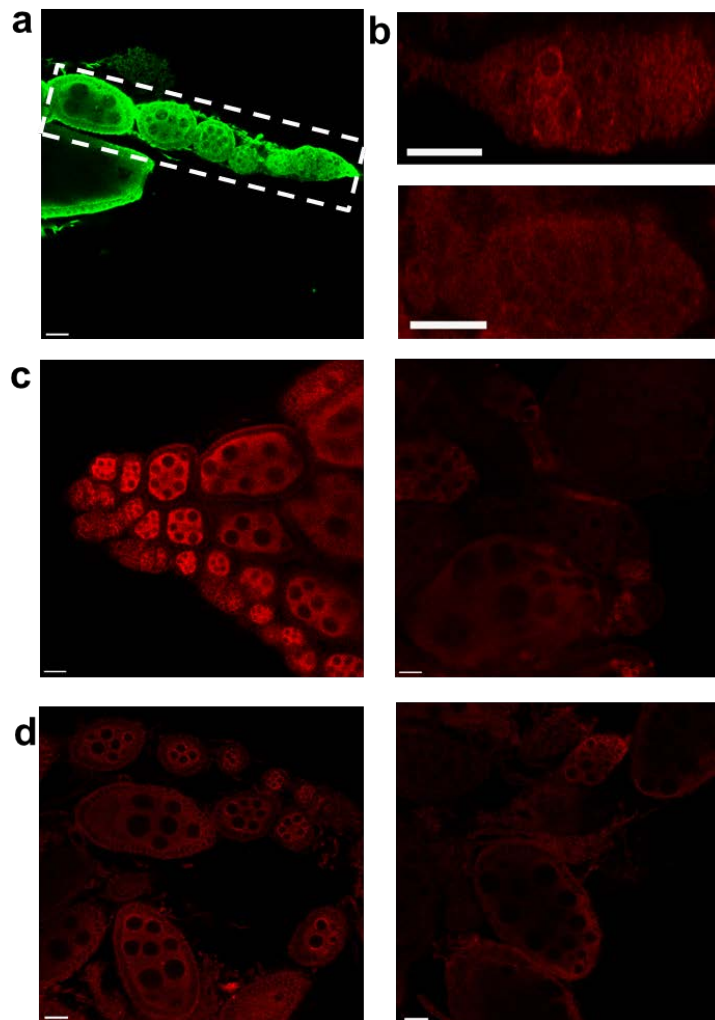

(a) A representative image of wild-type germarium and early-stage egg chambers used for RNA-seq and qPCR (dashed lines). The regions of the germarium and early-stage egg chambers are labeled with an antibody to Eggless. Eggless (green) is strongly detected in the regions of the germarium and early-stage egg chambers.

(b) Germaria labeled with an antibody to Bam (red). Bam is expressed in cystoblasts and early cystocytes in wild-type germarium (upper panel) but it is strongly reduced in *egg* mutant germarium (lower panel).

(c) Ovaries labeled with an antibody to Ago-3 (red). Expression level of Ago-3 protein appears reduced in *egg* mutant ovaries (right panel) compared with wild-type ovaries (left panel).

(d) Ovaries labeled with an antibody to Krimp (red). Expression levels of Krimp protein appears reduced in *egg* mutant ovaries (right panel) compared with wild-type ovaries (left panel).

Supplementary Figure S2. Western blot analysis of ovary extracts

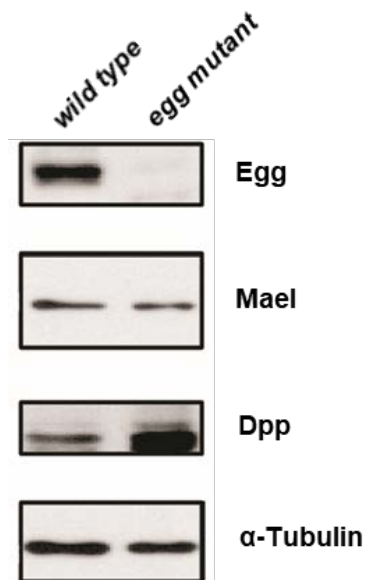

Western blots of ovary extracts labeled with antibodies to Egg, Mael, or Dpp. Egg protein is not detected in *egg* mutant (*egg*²¹³⁸/*Df(2R)Dll-Mp*) ovaries. An increase in expression level of Dpp protein is detected in *egg* mutant ovaries whereas Mael protein expression appears reduced in *egg* mutant ovaries.

Supplementary Table S1. Quantitative RT-PCR primers

Gene	Forward Primer	Reverse Primer
<i>rp49</i>	Forward 22mer<br>CCGCTTCAAGGGACAGTATCTG	Reverse 19mer<br>ATCTCGCCGCAGTAAACGC
<i>eggless</i>	Forward 20mer<br>GGCAACCTTGGACGCTATTT	Reverse 20mer<br>AACGCAGGTCGTGAGTATCC
<i>ago1</i>	Forward 20mer<br>GCGAGGTTTGGTTCGGTTTC	Reverse 20mer<br>CGTTGATGTCGCGAATGTCC
<i>ago2</i>	Forward 20mer<br>ACGCGTTTATCTGACTGGCA	Reverse 20mer<br>GACAATCGTTCGCTTTGCGT
<i>ago3</i>	Forward 20mer<br>CTGCATTGTGGCCTCCATA	Reverse 20mer<br>GGGGAGTTTGCCATTCCTTT
<i>krimp</i>	Forward 20mer<br>TCGAAACCGCGTCTTCTTGA	Reverse 20mer<br>CCACGTTTTTCACATGGAGCC
<i>mael</i>	Forward 20mer<br>AGACCACACTTCCTTTGCCG	Reverse 21mer<br>GTGCGTCGGTAAGTTCCTAGC
<i>zuc</i>	Forward 20mer<br>CCCCATTACCACGAACTTGA	Reverse 20mer<br>CCAAGAGCCGTCCAGTTTA
<i>piwi</i>	Forward 20mer<br>CAAGGCCGGATAATTGGACA	Reverse 20mer<br>CCATCGCTCGGAGTGGTAAG
<i>aub</i>	Forward 20mer<br>GGGATGACCAGCAAGAAAGG	Reverse 20mer<br>AAGACCGTCGCAGTCGTGTA
<i>FasIII</i>	Forward 20mer<br>AACCCAACACAGCGCTCCTC	Reverse 20mer<br>ATCCGGGTGTCTTGCTCCAC
<i>tj</i>	Forward 20mer<br>ACCAGTGGCACATGGACGAA	Reverse 20mer<br>CGTCCCGAAGATGTGTTCA
<i>brat</i>	Forward 20mer<br>CGATTGCGCAATCTGCAGTG	Reverse 20mer<br>CGAAGACGAGGATGAGGACG
<i>klp10A</i>	Forward 20mer<br>ATGACCATGGCCGAAACAT	Reverse 20mer<br>TCACGCTATTGCTGCTGACA
<i>pncr003:2L</i>	Forward 21mer<br>TTGTTGCGCAATGGAATCTAC	Reverse 22mer<br>GTACGAGTGCGAAATAAACGTG
<i>α-element</i>	Forward 20mer<br>CTTCGTCTACGGAGCGACAA	Reverse 22mer<br>GCAAATAAACAAGCGCAGAAGG
<i>hsr-ω</i>	Forward 20mer<br>GCAAGGGCCCACGTAGTATT	Reverse 20mer<br>AGGGGGTTTGCGTATGGTTT
<i>pncr004:X</i>	Forward 21mer<br>TCTGAAGAGTCCCACTTCCGA	Reverse 19mer<br>ATCATCGTCGTTGTCGCCA
<i>reaper</i>	Forward 20mer<br>GAGCAGAAGGAGCAGCAGAT	Reverse 20mer<br>GGACTTTCTTCCGGTCTTCG
<i>hid</i>	Forward 20mer<br>TCATCTTCGTCTCCGCATC	Reverse 20mer<br>CATCCTGACCCACTCGTAGA
<i>p53</i>	Forward 21mer<br>CTTCAAGTTCGTCTGCCAAAA	Reverse 21mer<br>GCGCTTCTTGCTATTGAGCTG
<i>mei-41</i>	Forward 20mer<br>GATCGCATCTTCCGGCAAAC	Reverse 20mer<br>CTGACTCCTGGAAGCCACTG
<i>chk-2</i>	Forward 21mer<br>GCTGCTGATCAACCAAATGCT	Reverse 21mer<br>GTGGCTCAAGGAAGTTCTCCT
<i>dpp</i>	Forward 20mer<br>GGCTTCTACTCCTCGCAGTG	Reverse 20mer<br>TGCTTTTGCTAATGCTGTGC
<i>dally</i>	Forward 21mer<br>ACCGAAATCATGAACCATCTG	Reverse 21mer<br>CAAAGAAGTGCCTGACAGCCT
<i>mad</i>	Forward 20mer<br>TCCGTGATCGTTGACGGTTT	Reverse 20mer<br>GGAGTCGGATAGGCATTCGG
<i>mei-p26</i>	Forward 20mer<br>GCTGATCAAATCTGCGGCTG	Reverse 20mer<br>AAACACGAGAAACGTTGCCG
<i>bam</i>	Forward 19mer	Reverse 23mer

	GACCGAAAGCCACAAGTCG	GGACCTCCCAGTTTGTATCTCTG
<i>nos</i>	Forward 20mer<br>CGCGATCCTTGAAAATCTTTGC	Reverse 22mer<br>CGAACTCCTGCATCACATCCTG
<i>pum</i>	Forward 20mer<br>CATGTGCTTGAACACGGCAA	Reverse 20mer<br>TTGAAGGTGCAGACCTCGTC

Supplementary Table S2. Expression profiles of the differentially expressed putative lncRNAs

No	Gene	Gene ID	wild-type	<i>egg</i> ²¹³⁸	<i>egg</i> ²¹³⁸ /wild-type (log2)	chromosome	range
1	CR41440	FBgn0084049	1.000	874.260	**9.772**	2R	619019 – 619416
2	CR40282	FBgn0039979	1.036	735.304	**9.471**	2R	617944 – 618746
3	CR42646	FBgn0261429	22.799	10675.424	**8.871**	2R	1250758 – 1254863
4	CR43086	FBgn0262532	4.145	1073.043	**8.016**	3L	17861840 – 17863673
5	CR31781	FBgn0051781	360.634	52884.985	**7.196**	2L	16869487 – 16878300
6	<i>msa</i>	FBgn0263610	2.073	279.840	**7.077**	3R	12656838 – 12748955
7	CR43310	FBgn0263002	2.073	178.519	**6.428**	3R	21093731 – 21094186
8	CR43087	FBgn0262533	3.109	251.856	**6.340**	3L	17867815 – 17869561
9	CR10102	FBgn0033927	264.258	16063.796	**5.926**	2R	10247938 – 10249285
10	CR43425	FBgn0263344	5.182	263.436	**5.668**	4	888450 – 890172
11	<i>roX2</i>	FBgn0019660	2.073	101.321	**5.611**	X	11473089 – 11474465
12	CR42530	FBgn0260435	14.508	643.633	**5.471**	2LHet	176023 – 179707
13	CR31451	FBgn0051451	32.125	1393.412	**5.439**	3R	19809225 – 19810787
14	CR43417	FBgn0263336	11.399	479.588	**5.395**	2R	12705024 – 12706745
15	CR43432	FBgn0263380	6.218	257.646	**5.373**	3L	14969872 – 14970726
16	CR42875	FBgn0262149	6.218	209.398	**5.074**	3R	2953809 – 2954789
17	<i>Cyp6a16Psi</i>	FBgn0031726	4.145	131.235	**4.985**	2L	5621602 – 5623760
18	<i>pncr003:2L</i>	FBgn0047133	512.971	13346.451	**4.701**	2L	16838593 – 16841887
19	<i>αy-element</i>	FBgn0052865	155.446	3586.780	**4.528**	3R	8301058 – 8303989
20	CR43458	FBgn0263412	5.182	115.796	**4.482**	3R	26958052 – 26958772
21	<i>bxd</i>	FBgn0020556	97.413	2091.082	**4.424**	3R	12567847 – 12598911
22	CR42839	FBgn0262028	10.363	210.363	**4.343**	3R	11830043 – 11833795
23	<i>pncr004:X</i>	FBgn0047095	29.017	514.327	**4.148**	X	19065110 – 19068929
24	CR18228	FBgn0037560	145.083	2235.827	**3.946**	3R	4086428 – 4087620
25	CR41620	FBgn0085826	31.089	451.604	**3.861**	U	9844213 – 9844736
26	CR42547	FBgn0260720	8.290	118.691	**3.840**	2R	17518926 – 17521545
27	CR40743	FBgn0085772	10.363	141.850	**3.775**	U	10003811 – 10004340

28	CR40734	FBgn0085770	23.835	282.735	**3.568**	U	9836850 – 9837382
29	CR41609	FBgn0085819	100.522	1005.495	**3.322**	U	4570872 – 4571822
30	CR43614	FBgn0263589	14.508	136.060	**3.229**	X	4262819 – 4267504
31	CR40546	FBgn0085742	144.046	1268.931	**3.139**	U	5726964 – 5728907
32	CR40679	FBgn0085766	13.472	113.866	**3.079**	U	9999365 – 10000376
33	CR43344	FBgn0263049	42.489	346.423	**3.027**	2L	18455717 – 18472900
34	CR40741	FBgn0085771	26.944	218.082	**3.017**	U	8863772 – 8864332
35	CR40560	FBgn0085743	26.944	168.869	**2.648**	U	3556916 – 3559306
36	CR40469	FBgn0058469	170.990	1068.218	**2.643**	X	18880 – 19093
37	CR41619	FBgn0085825	146.119	896.454	**2.617**	U	10029292 – 10030296
38	CR34335	FBgn0085364	6568.104	39923.556	**2.604**	X	3439895 – 3440143
39	CR40766	FBgn0085773	25.908	156.325	**2.593**	U	8595904 – 8596741
40	CR43148	FBgn0262631	37.307	220.012	**2.560**	2L	21624679 – 21626190
41	CR41583	FBgn0085805	291.202	1545.876	**2.408**	U	6961350 – 6963324
42	CR43216	FBgn0262852	67.360	356.073	**2.402**	X	11481316 – 11483206
43	CR41535	FBgn0085795	236.278	1169.539	**2.307**	U	8853389 – 8854056
44	CR40639	FBgn0085758	80.832	394.671	**2.288**	U	9455772 – 9456320
45	CR40641	FBgn0085760	137.829	661.967	**2.264**	U	8006044 – 8006602
46	CR41544	FBgn0085799	58.033	277.910	**2.260**	U	9578233 – 9578772
47	CR43211	FBgn0262847	64.251	307.824	**2.260**	X	11491781 – 11493671
48	CR40668	FBgn0085764	2557.602	12214.545	**2.256**	U	9469614 – 9470353
49	CR41539	FBgn0085796	176.172	829.871	**2.236**	U	9757371 – 9757988
50	<i>pncr009:3L</i>	FBgn0062928	129.538	603.104	**2.219**	3L	19479846 – 19481488
51	CR40642	FBgn0085761	130.574	602.139	**2.205**	U	9503347 – 9503912
52	CR41613	FBgn0085822	253.895	1168.574	**2.202**	U	9112426 – 9113000
53	CR40677	FBgn0085765	43.525	198.783	**2.191**	XHet	184014 – 184944
54	CR41540	FBgn0085797	560.641	2515.667	**2.166**	U	8839005 – 8840283
55	CR41602	FBgn0085813	787.592	3343.609	**2.086**	XHet	190010 – 196035
56	CR40640	FBgn0085759	66.324	276.945	**2.062**	U	9660271 – 9660839

57	CR18166	FBgn0029526	143.010	588.630	**2.041**	X	373897 –<br>375842
58	CR40959	FBgn0085777	34.198	131.235	**1.940**	U	5913471 –<br>5914235
59	CR43361	FBgn0263093	262.185	1004.530	**1.938**	4	927816 –<br>928308
60	CR43213	FBgn0262849	89.122	319.404	**1.842**	X	11487595 –<br>11489485
61	CR40963	FBgn0085779	44.561	157.290	**1.820**	U	3653041 –<br>3653240
62	CR40779	FBgn0085774	605.202	2080.468	**1.781**	U	9063480 –<br>9064690
63	CR13656	FBgn0039307	186.535	630.123	**1.756**	3R	21094383 –<br>21095687
64	CR40712	FBgn0085768	129.538	437.130	**1.755**	U	9400405 –<br>9400910
65	<i>hsr-ω</i>	FBgn0001234	7522.542	25255.101	**1.747**	3R	17121849 –<br>17136428
66	CR40728	FBgn0085769	157.518	527.837	**1.745**	U	9901769 –<br>9902800
67	CR40621	FBgn0085757	554.423	1775.538	**1.679**	U	9411518 –<br>9412651
68	CR43459	FBgn0263413	60.106	192.028	**1.676**	3R	5919484 –<br>5925937
69	CR43217	FBgn0262853	36.271	114.831	**1.663**	X	11480261 –<br>11480977
70	CR41590	FBgn0085807	427.994	1272.791	**1.572**	U	7398712 –<br>7400705
71	CR43212	FBgn0262848	116.066	339.668	**1.549**	X	11489688 –<br>11491578
72	CR43215	FBgn0262851	111.921	327.124	**1.547**	X	11483409 –<br>11485299
73	CR41548	FBgn0085802	109.848	319.404	**1.540**	U	9795507 –<br>9796558
74	CR42195	FBgn0085828	73.578	208.433	**1.502**	U	4085793 –<br>4086544
75	CR41605	FBgn0085815	234.205	624.333	**1.415**	U	2950223 –<br>2951682
76	CR41607	FBgn0085817	84.977	225.802	**1.410**	U	4305171 –<br>4306436
77	CR43281	FBgn0262970	520.225	1376.042	**1.403**	2R	668032 –<br>671151
78	CR41617	FBgn0085823	412.450	1013.215	**1.297**	U	9824409 –<br>9824915
79	CR43481	FBgn0263492	155.446	380.197	**1.290**	3L	9373013 –<br>9374219
80	CR43214	FBgn0262850	137.829	331.948	**1.268**	X	11485502 –<br>11487392
81	CR32745	FBgn0052745	62.178	136.060	**1.130**	X	6174266 –<br>6174785
82	CR43650	FBgn0263659	196.898	419.760	**1.092**	2R	12716605 –<br>12723038
83	CR18275	FBgn0029523	116.066	243.172	**1.067**	X	371883 –<br>373342
84	CR31514	FBgn0051514	72.541	140.885	**0.958**	3R	5605241 –<br>5608415
85	CR42862	FBgn0262109	64698.624	125288.345	**0.953**	3L	224106 –<br>230964

86	CR43242	FBgn0262887	665.308	1181.119	**0.828**	2L	22961737 – 22963456
87	CR43334	FBgn0263039	148.192	256.681	**0.793**	3L	628435 – 643900
88	<i>mt:lrRNA</i>	FBgn0013686	434460.714	732661.370	**0.754**	dmeI_<br>mitochondrion_<br>genome	12734 – 14058
89	<i>His-Psi:CR33867</i>	FBgn0053867	68.396	114.831	**0.748**	2L	21539129 – 21541127
90	CR43301	FBgn0262993	202.080	305.894	**0.598**	3R	5163945 – 5165714
91	CR12628	FBgn0042701	578.258	771.008	**0.415**	2L	22226151 – 22226771
92	CR42861	FBgn0262108	425.922	523.977	**0.299**	X	13638961 – 13639509
93	CR40190	FBgn0085732	642.509	723.725	**0.172**	2RHet	338744 – 339377
94	CR43241	FBgn0262886	426.958	472.834	**0.147**	2L	22131221 – 22132435
95	CR18854	FBgn0042174	10309.167	11359.585	**0.140**	2L	9787279 – 9790745
96	CR40354	FBgn0058354	1594.874	1691.586	**0.085**	3LHet	687420 – 688819
97	CR41501	FBgn0085786	265.294	244.137	**-0.120**	2RHet	2316691 – 2318206
98	CR42653	FBgn0261505	875.678	799.957	**-0.130**	2RHet	334447 – 335080
99	CR43651	FBgn0263660	322.291	284.665	**-0.179**	2R	5440355 – 5441330
100	CR43483	FBgn0263494	488.100	423.620	**-0.204**	3L	9378746 – 9379212
101	CR43626	FBgn0263617	132.647	109.041	**-0.283**	3L	3249373 – 3251468
102	CR31953	FBgn0051953	492.245	402.391	**-0.291**	2L	3162515 – 3163147
103	<i>Uhg8</i>	FBgn0083120	777.229	601.174	**-0.371**	3L	20446393 – 20447831
104	CR31054	FBgn0051054	341.981	263.436	**-0.376**	3R	23786492 – 23787198
105	CR31032	FBgn0051032	154.410	118.691	**-0.380**	3R	25684763 – 25685587
106	CR11700	FBgn0029856	858.061	630.123	**-0.445**	X	6176311 – 6177608
107	CR43314	FBgn0263019	149.228	102.286	**-0.545**	2L	11952200 – 11971094
108	CR31044	FBgn0051044	661.163	442.920	**-0.578**	3R	25040284 – 25045389
109	<i>pncr013:4</i>	FBgn0262731	4325.539	2832.176	**-0.611**	4	488123 – 492102
110	<i>His-Psi:CR31614</i>	FBgn0051614	128.502	82.987	**-0.631**	2L	21542989 – 21543706
111	CR31292	FBgn0051292	489.136	301.070	**-0.700**	3R	11731969 – 11732472
112	CR33294	FBgn0053294	146.119	86.847	**-0.751**	3R	12685 – 21933
113	CR43080	FBgn0262510	384.469	216.152	**-0.831**	2L	454754 – 455313
114	<i>His-Psi:CR33802</i>	FBgn0053802	172.027	96.497	**-0.834**	2L	21418852 – 21419260

115	<i>His-Psi:CR33811</i>	FBgn0053811	146.119	76.232	**-0.939**	2L	21438910 – 21439318
116	CR32010	FBgn0052010	2785.589	1440.695	**-0.951**	4	33566 – 45680
117	CR40450	FBgn0085734	250.786	122.551	**-1.033**	U	2072072 – 2074236
118	<i>pncr012:2L</i>	FBgn0259936	1613.528	732.410	**-1.139**	2L	20647533 – 20648848
119	CR32207	FBgn0052207	1361.705	607.929	**-1.163**	3L	19470429 – 19471769
120	CR32205	FBgn0052205	304.674	132.200	**-1.205**	3L	19415938 – 19417283
121	<i>pncr011:3L</i>	FBgn0083068	691.216	289.490	**-1.256**	3L	11089757 – 11091660
122	CR32011	FBgn0052011	3195.966	1308.494	**-1.288**	4	26789 – 32391
123	CR32009	FBgn0052009	2482.988	996.810	**-1.317**	4	48156 – 52259
124	<i>swaPsi</i>	FBgn0016974	1107.811	368.617	**-1.588**	X	6255528 – 6256993
125	CR18217	FBgn0036646	4276.833	1392.447	**-1.619**	3L	16593548 – 16595795
126	CR41604	FBgn0085814	2630.143	772.938	**-1.767**	U	3443350 – 3449605
127	CR34262	FBgn0085291	821.790	232.557	**-1.821**	3L	21952611 – 21953348
128	CR41597	FBgn0085810	2473.661	686.091	**-1.850**	3LHet	899 – 1989
129	CR42722	FBgn0261639	3714.119	911.893	**-2.026**	3L	24539238 – 24540086
130	CR42723	FBgn0261640	3177.313	764.253	**-2.056**	3L	24542736 – 24543545
131	CR43482	FBgn0263493	5206.399	997.775	**-2.383**	3L	9379212 – 9379563
132	CR41507	FBgn0085790	117.103	20.264	**-2.531**	YHet	312456 – 313714
133	<i>Uhg5</i>	FBgn0083123	1509.897	199.748	**-2.918**	2R	10509111 – 10512013

How the deposited data were processed for this re-analysis (not part of the article)

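RNA-seq of the anterior ovary was available as 1 wild-type (w1118) library and 1 egg mutant (egg2138/Df(2R)Dll-Mp) library. The signal in the deposited files is 1 value per gene, made by the authors by aligning the reads to genome release R5.42 with BWA, counting reads per gene with HTSeq and dividing the counts by the DESeq size factor of the library. The versions of these tools, the strand setting, the filters and the treatment of reads that align to several places are not stated in the paper. Raw reads were not realigned.

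The step of each library was found from its values, and each value was divided by the step and rounded to whole reads. The smallest value above 0 equals 1 read. The precision that this depth gives was taken from the recovered reads. For the median gene at a value of at least 100 in either library, the exact interval of the log2 ratio extends 0.08 to either side. Genes listed at 0 in both libraries (3395) were not interpreted. Gene identifiers were matched to names through the BDGP6 annotation of Ensembl release 115 and the tables of the paper. Of the 15458 identifiers 14632 were matched and 826 were not, and unmatched genes counted in totals but in no list. Chromosome arms and gene order come from BDGP6, whereas coordinates of lncRNAs are those of Table S2 of the paper.

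The wild-type and egg mutant libraries were compared in 1 contrast. Ratios, intervals, calls and list percentiles were computed as given with the libraries, with random lists drawn within 20 bins of mean expression. For an exact binomial test of each gene the recovered reads were set against the effective sizes of the libraries, and p-values were adjusted by the Benjamini-Hochberg method at 0.05. Of 12063 genes tested 9868 passed at any fold or level, and this test compares libraries and not conditions. Genes were named by rule: every gene that the paper names, the 10 highest and 10 lowest genes at the level criterion, the 2 highest and 2 lowest called members of each list, the 5 highest and 5 lowest genes of Table S2, and the neighbours of egg. The values in the figures and Table S2 of the paper had been seen by then. Other genes named in the text were chosen after their values were seen.

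The alternatives were scaling by total reads, by TMM factors and to the ribosomal protein genes, pseudocounts of 1 and 10, other minimum values, fold thresholds of 1.5 and 4, a counting interval beyond 2-fold, and Table S2 without scaffold genes. The procedure was tested on simulated data with 50 genes at each of 4 folds. The simulated libraries held counting error only, with no variation between animals, dissections or libraries. The simulation therefore checks the calculation and gives no error rate for calls between the conditions. By the fold and level criteria 0 of 50 were called at 1.5-fold, and at 3-, 6- and 12-fold 50 of 50 were called in the right direction. Of 8299 unchanged simulated genes none was called by the fold and level criteria and 9 passed the binomial test alone, and the intervals held the true ratio for 95.1% of genes. Of 40 simulated lists without a shift 2 lay outside the central 95% of random lists. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 for the TMM factors. Staining, Western blots, qRT-PCR, RNAi, cell culture and chromatin immunoprecipitation were left out because the deposited files hold only these libraries.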

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

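The tests of explanations in this part were all chosen after the results were seen, whereas the gene lists and their medians were planned. The results are given here because they show a signal in genes outside those that the paper discusses.

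Genes of the gut, blood cells, muscle, fat body and neurons were higher in the egg mutant library, with medians of 10.17, 7.17, 5.39, 5.05 and 3.69, and other scalings shift log2 ratios by at most 0.37, which argues against scaling as the cause. Derepression of silent genes whatever their tissue stays open, because the test required its limit to hold for each list and it did not. Of genes with a wild-type value under 10 and a read in either library, 15.9% of 3237 outside the lists and 0 of 9 testis genes were called higher. In the gut list 15 of 15 were, but this list was already seen to be the highest. The genes outside the lists include other proteases such as yip7. In the other lists 5 of 15 were called higher (interval 11.8% to 61.6%). RNA of other tissues in the mutant library remains a candidate explanation, since the number of genes called higher lay at percentile 98.2 or above of random lists of the same wild-type values in every list except that of the fat body, at 97.1, with abundant genes such as Act57B, from 4193 to 200862, Rfabg, from 5423 to 269928, alphaTry, from 8.29 to 18968, and Pxn and Snap25, which reached 180988 and 85096. Wild-type ovaries expressed 15 of 21 muscle, 5 of 11 blood cell, 2 of 11 fat body, 0 of 16 gut and 3 of 14 neuronal genes matched in the files at a value of at least 100, 1 muscle, 2 blood cell and 1 fat body genes are in another list, and only the hand dissection would remove such tissue. It cannot be told apart from derepression of genes of these tissues by loss of Egg, which was not tested on its own, because either would raise the same genes in the only mutant library.

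Genes of the eggshell were lower in the egg mutant library, with a median of -5.11, and stayed at -4.99 under the scaling that raises it most, which argues against scaling. Egg chambers of late stages in the wild-type library are a candidate explanation, although chambers of these stages were removed by hand. The median of the 4 measured chorion genes lay at percentile 98.8 of wild-type values at the level criterion, with Cp15 at 154725 and Cp18 at 75089.7. Of the 23 eggshell genes matched, 6, chorion genes among them, were listed at 0 in both libraries and were not interpreted. An earlier arrest of egg chambers in the mutant predicts that genes of later stages are lower by more. The median of the 4 chorion genes minus that of the 6 vitelline membrane genes was -2.42. Their ranges overlapped, at -7.74 to -6.22 for chorion and -8.45 to -3.52 for vitelline membrane genes. An earlier arrest cannot be told apart from the stages dissected, because these differ with the genotype.

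Genes next to egg on chromosome 2R were lower in the egg mutant library, and the median of all 2R genes, at percentile 99.7 of random lists, argues against a loss of expression along the whole arm. A single copy of these genes over the deficiency remains a candidate explanation, with a median as low in 0.410%, 2.36%, 0.556% and 3.24% of places in the genome over 5, 10, 15 and 20 genes on each side, the last above the 2.5% that the test required. Genes such as GstE12 and Mmp1 were higher in the same stretch, and the extent of the deficiency is not given in the paper. An effect of Egg on its own region, which the median of -1.44 over 5 genes on each side would also fit, cannot be told apart from copy number, because the mutant always carries the deficiency.

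Other groups are given as values. Antimicrobial and Turandot genes had a median log2 ratio of 7.81, with AttC, DptB and Dpt at 13561, 8288 and 16431 in the egg mutant. The median of the Hox genes was 4.90, and Antp went from 70.5 to 2159.6. Heat shock genes had a median of 2.51, and 10 of 13 were at least 2-fold higher, led by Hsp70Bc at 3.59. The small heat shock genes Hsp27 and Hsp26 were lower, at -2.61 and -1.88, and the values summed over the list went from 585336 to 469676. Several members are copies of Hsp70, and the treatment of reads that align to several places is not stated. The count and the median may therefore weigh the same reads more than once. The median was 1.29 for BMP pathway genes that the paper does not name and 1.26 for JNK signalling.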

How the results depend on the processing

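For the counts of genes, the settings that require a value of at least 100 in both libraries or in wild-type were added after the data were seen. The number of higher genes went from 2625 to 1484 with a value of at least 1000 required, to 4124 with no level filter, and to 1105 with at least 100 in wild-type or, alike, in both libraries. The number of lower genes went from 1895 to 3044 with scaling to ribosomal protein genes, 482 at a fold of 4 and 3182 at a fold of 1.5. In Table S2, 47 lncRNAs were higher without scaffold genes and 5 lower at a fold of 4. The level, fold and scaffold settings change how many genes can pass, and the scaling shifts every ratio alike. The median of genes by chromosome arm became -0.0807 (X), 0.0441 (2L), 0.18 (2R), -0.0963 (3L), 0.0631 (3R) with a value of at least 10 in either library, -0.16 (X), -0.0816 (2L), 0.0120 (2R), -0.19 (3L), -0.0968 (3R) with scaling by total, and -0.44 (X), -0.42 (2L), -0.42 (2R), -0.48 (3L), -0.51 (3R) with a value of at least 100 in both libraries. The sign turned for 2L, 2R, 3R and the few Y genes with a value of at least 10, where the cause was not tested, and for 2R with scaling by total, which adds 0.12 to every log2 ratio. List medians stayed within a 95% interval from 2000 bootstrap draws of the list's genes in 243 comparisons with an alternative and left it in 16. This interval reflects the spread among the genes of a list and is wide for short lists. Staying within it is therefore little evidence that a median is stable. The sign turned for core apoptosis genes (-0.29 with scaling to ribosomal protein genes), for these and testis genes with members of at least 100, and for Act5C, fs(1)Yb, p53, pum and tkv, which were not called, with scaling to ribosomal protein genes. Of 133 named genes called, 131 stayed called with scaling by total, 133 with TMM factors and 131 with scaling to ribosomal protein genes, which called 6 more. Against random lists not matched on expression, the percentile left the upper or lower 2.5% for heat shock genes (97.1), ribosomal proteins (87.2) and histones (5.82), besides BMP and JNK genes, and entered it for neurons and the lncRNAs named by the paper. No paired analysis was possible because each condition has 1 library. Depth limits genes with few reads, where 1 read more or less moves a ratio widely.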

Differences from the paper's values

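For CR41440, a lncRNA of Table S2, the paper's table gives a wild-type value of 1.000 and the deposited wild-type file gives 0. No alternative changes a deposited value, so none set before the data were examined applies to it. Of the 133 value pairs of Table S2, 132 equal those of the deposited files within 0.0051.

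By the criteria that the paper states, 2625 genes were higher where the paper counts 2627 and 1895 were lower where it counts 1897. None of the settings run gave both of the paper's counts.

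The paper describes the look of the apoptosis genes in Fig. 2a as one of derepression overall. Of 49 measured genes among 52 listed, 11 were at least 2-fold higher, 9 at least 2-fold lower and 29 neither, with a median log2 ratio of -0.34 at percentile 71.2 of random lists. This list was not among those fixed beforehand. The paper's own markers rpr and hid (W) were both higher, at 4.00 and 1.64.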

Other observations

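The comparisons of shares of the values, of Table S2 with random lists and of genes listed at 0 were chosen after the results were seen. Signalling genes that the paper does not name went both ways. In Wnt signalling 5 of 14 genes with a value of at least 100 were at least 2-fold higher, among them the ligand gene Wnt6 at 4.62 and the receptor gene fz2 at 4.47, and 5 were lower, among them Wnt5, from 3809 to 629, and Apc2 at -2.04 (median -0.33, percentile 27.5). Of the genes of ecdysone synthesis and response 2 were higher, Eip78C at 2.54 and Eip74EF at 1.41, and 3 lower, including spo, an enzyme of ecdysone synthesis, at -2.17 (median -0.21, percentile 20.4). Genes of the lower female tract were higher in 3 of 5 cases, led by Send1 at 3.46 (median 1.84, percentile 76.6). Of 7 testis genes at that level betaTub85D was higher, at 4.70, and the meiotic phosphatase gene twe and Phf7 were lower, at -3.14 and -1.21 (median 0.69, percentile 29.5). The Y chromosome genes Ppr-Y and kl-2 had log2 ratios of 5.72 and 3.83 (median 4.11 over 3 genes, percentile 81.4), from only 8 and 14 wild-type reads. Both libraries are from females, which normally lack a Y chromosome, and the source of these reads was not tested.

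On chromosome 4, 20 of 77 genes at that level were at least 2-fold higher and 28 lower (median -0.50, percentile 1.12). The BMP family gene mav was lowest at -4.42 and CG32017 highest at 6.39, and bt and Rfabg (apolpp), also in the lists of muscle and fat body, were among the highest. Ribosomal protein genes had a median of 0.37 at percentile 100.0, with 3 higher, led by RpL22-like at 7.31. Mitochondrially encoded genes had a median of 0.89 (percentile 96.3), with 3 of 14 higher, led by mt:srRNA at 1.81. Of 73 histone genes at that level, whose copies share sequence, 25 were lower and 7 higher (median -0.25, below all random lists), with His1:CG33846 at -3.34. Host genes of small nucleolar RNAs had a median of -0.24 (percentile 9.26), with Uhg3 at -1.14. The median of genes at the level criterion was -0.28 for X, -0.20 for 2L, -0.11 for 2R, -0.31 for 3L and -0.22 for 3R.

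The 1767 genes at least 8-fold higher hold 15.0% of the egg mutant values and 0.533% of the wild-type values, and the 137 genes at least 8-fold lower hold 0.151% and 2.57%. Genes of the lists of muscle, blood cells, fat body, gut, neurons and antimicrobial genes hold 3.19% and 0.136%. The lncRNAs of Table S2 had a median wild-type value of 149, against 2914 over all genes at the level criterion. In random lists of 133 genes at that criterion and of the same mean expression, a median of 77 genes (67 to 86 in the central 95%) were at least 2-fold higher, and 12.1% of these lists held as many as Table S2.

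Of 2151 protein-coding genes listed at 0 in both libraries 69.7% lie wholly inside another gene, rhi and Dcp-1 among them, against 2.45% of 10956 protein-coding genes with a value.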
